# Intestinal epithelial adaptations to vertical sleeve gastrectomy defined at single-cell resolution

**DOI:** 10.1016/j.ygeno.2024.110805

**Published:** 2024-02-01

**Authors:** Kieran Koch-Laskowski, Ki-Suk Kim, Maigen Bethea, Kelly N.Z. Fuller, Darleen A. Sandoval, Praveen Sethupathy

**Keywords:** Single-cell transcriptomics, Intestine, Obesity, Bariatric surgery, Vertical sleeve gastrectomy

## Abstract

The gut plays a key role in regulating metabolic health. Dietary factors disrupt intestinal physiology and contribute to obesity and diabetes, whereas bariatric procedures such as vertical sleeve gastrectomy (VSG) cause gut adaptations that induce robust metabolic improvements. However, our understanding of these adaptations at the cellular and molecular levels remains limited. In a validated murine model, we leverage single-cell transcriptomics to determine how VSG impacts different cell lineages of the small intestinal epithelium. We define cell type-specific genes and pathways that VSG rescues from high-fat diet perturbation and characterize additional rescue-independent changes brought about by VSG. We show that Paneth cells have increased expression of the gut peptide Reg3g after VSG. We also find that VSG restores pathways pertaining to mitochondrial respiration and cellular metabolism, especially within crypt-based cells. Overall, our study provides unprecedented molecular resolution of VSG’s therapeutic effects on the gut epithelium.

## 1. Introduction

Energy homeostasis is maintained by physiological activity coordinated across organ systems. A significant contributor is the gastrointestinal tract, which serves as the primary site for nutrient intake amidst a dynamic mechanical, chemical, and microbial environment. Systemic energy balance relies in part on the gut’s ability to adapt to ever-changing conditions, an endeavor initiated by the intestinal epithelium.

Gut epithelial cells serve as a critical interface with the luminal environment. Lining the small intestine, they form crypt and villus structures that continuously renew from proliferating stem cells at the crypt base. From there, unique lineages differentiate and carry out specialized functions throughout the crypt-villus axis. Major cell types include: enterocytes, which comprise the majority of the small intestinal epithelium and facilitate nutrient digestion and absorption; goblet and tuft cells, which secrete mucus and contribute to mucosal immunity, respectively; Paneth cells, which support the crypt niche and generate antimicrobial peptides; and lastly enteroendocrine cells (EECs), which release a variety of hormones in response to luminal stimuli to help coordinate whole-body metabolism [1,2]. Given the vast heterogeneity both between and within these lineages, a growing number of studies have leveraged single-cell transcriptomic technology to deepen our understanding of the mechanisms underlying gut health and metabolic homeostasis [3,4].

Perturbations in the intestinal epithelium have been linked to the pathogenesis of metabolic disease. For example, recent single-cell investigations have reported early and advanced epithelial maladaptations following consumption of diets high in fat and/or sugar [5,6]. These studies are part of a larger effort to identify novel therapeutic targets for diet-induced obesity, a complex phenotype associated with serious comorbidities, such as type 2 diabetes; cardiovascular, liver, and musculoskeletal diseases; and mental health disorders [7]. The growing prevalence of obesity and its collective impact on global mortality impose disproportionate burdens on different facets of society [8]. Thus, further research is urgently needed to determine how the gut may be adapted to improve overall public health.

Among the current treatment strategies for obesity and metabolic disease, bariatric surgery produces the most profound effects on weight loss and other metabolic parameters, highlighting the therapeutic potential of the gut [9–11]. One of the most commonly performed bariatric procedures is vertical sleeve gastrectomy (VSG), which achieves significant metabolic improvements within one year post-surgery [12]. Despite its effectiveness, VSG is an invasive procedure not without risk, involving resection of ~80% of the stomach along the greater curvature. This anatomical manipulation is known to induce small intestinal epithelial adaptations, particularly within the EEC lineage, that have been previously investigated by us^13^ and others [11] for their possible roles in ameliorating metabolic disease. However, a comprehensive picture of how other cell types of the small intestinal epithelium respond to VSG has yet to be established.

Here, we aimed to define the overall cellular and molecular landscape of the small intestinal epithelium upon treatment of diet-induced obesity by bariatric surgery. Using a single-cell transcriptomic approach with a validated murine model of VSG, we identified all major cell lineages along the crypt-villus axis and noted cell type-specific genes and pathways rescued by VSG following dietary perturbation. Our results provide greater resolution in localizing changes previously observed after VSG (such as recovered expression of the gut peptide Reg3g^14^). We also reveal nuclear and mitochondrial genes involved in cellular respiration that are rescued in crypt-based lineages. Altogether, this unprecedented view highlights how adaptations among specific cell types may affect gut epithelial homeostasis, taking one step closer towards the discovery of more targeted, less invasive treatment strategies for metabolic disease.

## 2. Results

### 2.1. VSG produces robust metabolic improvements in a validated mouse model

To better understand how diet and bariatric surgery impact the small intestinal epithelium, we first initiated male C57BL/6 J mice on a 16-week high-fat diet (HFD) regimen followed by surgical intervention (Fig. 1A). Upon induction of diet-induced obesity, HFD fed mice underwent vertical sleeve gastrectomy (VSG), resulting in improved metabolic outcomes compared to their sham-operated counterparts as expected from previous studies in both murine models [13,15] and human patients [10,16]. Within one-week post-surgery, HFD VSG animals lost significantly more body weight than HFD sham mice, reaching weights that approached those of a parallel group of sham mice fed a low-fat diet (LFD) (Fig. 1B). Both HFD groups consistently outweighed the LFD mice in fat and lean mass, while weight loss induced by VSG was attributable to reduced fat but not lean mass (Fig. 1C). As seen previously [17–19], transient differences in food intake occurred following surgery but ultimately waned until all animals consumed similar amounts by three weeks post-surgery; however, HFD sham mice had higher energy intake than LFD-fed mice due to differences in dietary caloric density (Fig. 1D). While HFD sham mice demonstrated robust oral glucose intolerance relative to the LFD group, VSG animals showed improved blood glucose levels comparable to those observed in LFD fed mice (Fig. 1E). Altogether, the metabolic improvements observed here in body weight/composition and glucose tolerance align with expectations established in the bariatric surgery field and confirm our experimental cohort as a valid model of murine VSG.

### 2.2. Dietary and surgical interventions induce minimal changes in intestinal epithelial morphometry and cellular composition

With substantial weight loss observed over five weeks after surgery, we next collected small intestinal tissue samples to assess how diet and surgery affect the gross morphometry and cellular composition of the epithelium. Focusing on the jejunum as a key site for nutrient absorption, we found no changes in crypt depth between HFD and LFD sham animals, consistent with a previous long-term obesogenic diet study in mice [6]. While VSG induced a slight increase in crypt depth, this trend was non-significant (Fig. 2A). Villus height tended to rise with HFD feeding and showed an additional non-significant increase with VSG (Fig. 2B). These findings generally replicate our recent murine VSG study [13], in which we observed no major differences in small intestinal epithelial morphometry between VSG and sham animals. Given the emphasis we and others have already placed on surgery-induced adaptations within the enteroendocrine lineage [11,13], we decided to expand our focus here on how VSG affects other secretory cell types, specifically goblet and Paneth cells. Analogous to our morphometric findings, we observed modest increases in alcian blue-stained goblet cells in the crypts and villi of HFD VSG mice (Fig. 2C-D). For crypt-based Paneth cells, we saw a mild decrease in Lyz1+ cells in HFD sham mice compared to LFD animals, which was rescued by VSG (Fig. 2E). Overall, our histological results revealed subtle intestinal epithelial responses to different dietary and surgical contexts.

### 2.3. Single-cell transcriptomic analysis defines the epithelial molecular landscape at high resolution following VSG

To delve further into how the gut adapts to a chronic HFD and treatment by VSG, we leveraged single-cell RNA-sequencing to perform, to our knowledge, the first cell type-specific investigation of the small intestinal epithelial transcriptome following bariatric surgery. Upon conclusion of our dietary and surgical interventions, we isolated jejunal epithelial samples from each of the three experimental groups (pooled from at least two biological replicates per group) and submitted separate crypt- and villus-enriched single-cell suspensions for sequencing (Fig. 1A). 

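Each of the 3 groups was represented by 1 crypt-labelled and 1 villus-labelled library, made from suspensions pooled from 3 LFD sham, 3 HFD sham and 2 HFD VSG mice. The 6 libraries have no replicates, so no difference between them could be set against the variation between mice or between preparations. LFD sham and HFD sham mice differed in diet, and HFD sham and HFD VSG mice differed in vertical sleeve gastrectomy (VSG). RNA of single cells was captured in droplets with the 10x Genomics 3′ v3.1 chemistry, which tags each captured molecule with a unique molecular identifier (UMI) and each droplet with a barcode. The authors aligned the reads to the mm10 genome with Cell Ranger 6.0.0 and deposited UMI counts per gene and barcode without normalization, for all barcodes and for those called as cells. Free RNA, doublets and low-quality cells were still part of these counts. The barcodes called as cells held 86971211 UMIs in the LFD sham crypts, 87305348 in the LFD sham villi, 60522766 in the HFD sham crypts, 83461727 in the HFD sham villi, 115637342 in the HFD VSG crypts and 155522445 in the HFD VSG villi. The median called barcode held 3622 UMIs in the HFD sham villi, the lowest of the libraries, and 15202 in the HFD VSG villi, the highest. Between 55.7% (HFD sham crypts) and 83.7% (HFD VSG villi) of all UMIs lay in called barcodes, and the rest lay in droplets without a called cell.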

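Barcodes with fewer than 750 genes or more than 20% mitochondrial UMIs were removed, and the others were integrated with Seurat 5.3.0 and sctransform 0.4.2 (2000 variable genes, 30 principal components, resolution 0.4). Doublets were scored against simulated doublets in each library, and the highest-scoring 0.8% of barcodes per 1000 called barcodes were removed, because scDblFinder was not used here. UMIs of all cells of a class were summed within each library and scaled to the same total in each class and library (CPM). Log2 ratios of CPM were taken from HFD sham to LFD sham (HFD to LFD) and from HFD VSG to HFD sham (VSG to HFD), with sums below 3 UMIs set to 3. The values given are of the deposited counts, because a sum of UMIs has a counting interval and the paper's text does not name the clusters given to SoupX. Beside them stand the values after subtraction of free RNA by the SoupX algorithm with the fraction that the paper states for each library, called "after subtraction". Brackets hold 95% intervals, from exact Poisson limits for sums and ratios, Poisson resampling for medians of gene lists and exact binomial limits for shares, and they cover counting error only. In 4179 genes simulated at 2000000 UMIs per library and compared from HFD to LFD, the interval held the true ratio for 96% of 200 changed genes. Of the unchanged genes, 1.88% had a log2 ratio beyond 0.5. Many sums of a class were smaller. Libraries drawn without change at the totals of the stem-like class of the crypts, named below, had 7.80% of genes beyond 0.5. The paper tested cells with MAST, but the cells of 1 pooled library are not replicates of its condition, so no test was run and no gene was called changed. A median of a gene list is given with its percentile among 10000 random lists matched on mean expression, which describes these libraries alone. The subtraction of free RNA, its order relative to the filters, the mitochondrial limit and the scaling were the choices that could change these values.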

The resulting datasets were quality control filtered, integrated, normalized, and analyzed through a series of bioinformatic steps (Fig. 3A), which are detailed in the Methods section. 

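Of 59457 called barcodes, 4794 were removed as doublets and 23563 passed both filters. The passing barcodes numbered 4013 in the LFD sham crypts, 4026 in the LFD sham villi, 2940 in the HFD sham crypts, 3683 in the HFD sham villi, 4655 in the HFD VSG crypts and 4246 in the HFD VSG villi. Integration grouped them into 16 clusters. A limit of 10% mitochondrial UMIs moved the number of passing barcodes most, to 10206. With the doublets kept, 26696 barcodes passed, and with the subtraction of free RNA before the filters 24510 passed.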

Following computational exclusion of contaminating ambient RNA, doublets, and low-quality cells, our overall dataset comprised 24,511 cells across 19 distinct clusters. Highly enriched genes in each of these clusters (included in Supplemental Table 1) were then overlapped with known markers of different intestinal epithelial lineages (as annotated in a previous single-cell survey of the small intestine [3]) to assign each cluster to a specific cell type (Fig. 3B). 

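A cluster was named after a class when more than 50% of the class's markers, fixed before the data were examined, had at least 2 times the mean of the median cluster and a UMI in at least 10% of its cells. Such names carry the ending "-like", and the thresholds of this rule were set after the data had been seen. Cluster 9 (1017 cells) was stem-like with 9 of 9 markers, cluster 11 (534 cells) Paneth-like with 12 of 12, and cluster 7 (1260 cells) goblet-like with 9 of 9. Cluster 14 (208 cells) was tuft-like, cluster 13 (242 cells) EEC-like and cluster 10 (567 cells) cycling progenitor-like. Cluster 4 (1670 cells) had all 10 early progenitor markers, but *Ccnb2*, *Cdkn3*, *Knstrn* and *Cdc20*, genes of the G2 and M phases, were among its leading genes, and at resolution 0.8 the cluster led by these was cycling progenitor-like, so it is called cluster 4. Clusters 0, 2, 5 and 12 were enterocyte-like, with 4929, 2956, 1406 and 252 cells. Cluster 5 was led by genes of antigen presentation, among them *H2-Aa*, *H2-Eb1* and *Cd74*, and cluster 12 by interferon-response genes such as *Ifit1* and *Isg15*. Clusters 1, 3, 6 and 15 (3251, 2577, 1309 and 163 cells) were left unnamed, clusters 3 and 6 because *Gm42418*, *Lars2*, *Gm26917* or *AY036118* led them, as in damaged droplets, and clusters 1 and 15 because no class met the rule. The unnamed clusters held 35.9% of epithelial cells in the LFD sham crypts, 33.8% in the LFD sham villi, 32.1% in the HFD sham crypts, 33.8% in the HFD sham villi, 28.6% in the HFD VSG crypts and 32.6% in the HFD VSG villi.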

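Cluster 8 (1222 cells) was immune-like, with 12 of 12 markers and *Xcl1*, *Cd3g*, *Ccl5* and *Gzma* among its leading genes. It held 122 barcodes in the LFD sham crypts, 532 in the LFD sham villi, 80 in the HFD sham crypts, 6 in the HFD sham villi, 69 in the HFD VSG crypts and 413 in the HFD VSG villi. Immune cells should lack enterocyte transcripts, so the share of enterocyte-gene UMIs in these barcodes, over their share in droplets with fewer than 100 UMIs, gave an estimate of the fraction of free RNA. Its median over cells was 0.244 in the LFD sham crypts, 0.197 in the LFD sham villi, 0.228 in the HFD sham crypts, 0.128 in the HFD sham villi, 0.2503 in the HFD VSG crypts and 0.0829 in the HFD VSG villi. The HFD sham villi estimate rests on 6 cells and has a 95% interval from 0.0648 to 0.178. Of the alternatives, the profile of the plateau of cell-free droplets, chosen after seeing the data, and the use of *Apoa1*, *Apoa4*, *Fabp1* and *Fabp2* alone each moved an estimate by about as much, the former to 0.210 in the HFD VSG crypts and the latter to 0.168 in the HFD sham villi. Droplets without a cell formed a plateau with medians of 891 UMIs in the LFD sham crypts, 721 in the LFD sham villi, 933 in the HFD sham crypts, 531 in the HFD sham villi, 697 in the HFD VSG crypts and 466 in the HFD VSG villi. A plateau of this depth would make up 7.401% of the UMIs of cells that passed the filters in the LFD sham crypts, 5.32% in the LFD sham villi, 7.89% in the HFD sham crypts, 3.95% in the HFD sham villi, 4.26% in the HFD VSG crypts and 1.60% in the HFD VSG villi. Immune-like cells were shallow, with medians of 1876 to 6004 UMIs, against 8421 to 30318 in all cells that passed the filters, so the same free RNA per droplet is a larger fraction of their UMIs.

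**Figure D1:**
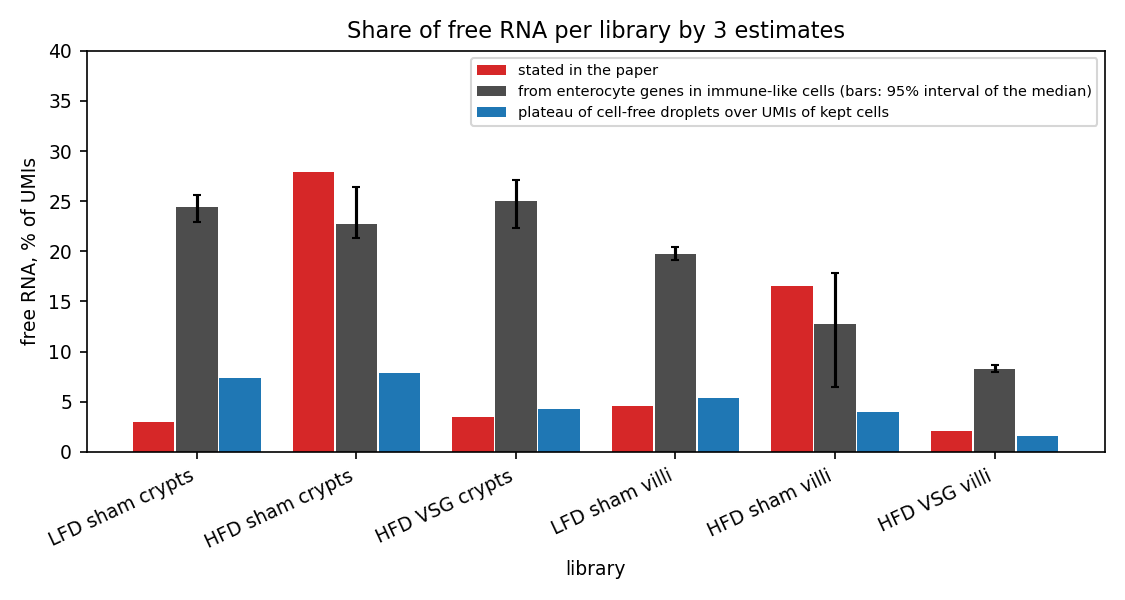
Estimates of free RNA in each of the 6 libraries, in percent of UMIs: the fraction stated in the paper, the estimate from immune-like cells with the 95% interval of its median, and the UMIs of the plateau of cell-free droplets as a share of the UMIs of cells that passed the filters. The stated fractions of both HFD sham libraries stand above those of the other libraries.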

Two clusters were defined as immune cells and subsequently removed to focus downstream analyses on epithelial cell types. This left a total of 21,844 intestinal epithelial cells among 17 clusters. 

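Without the immune-like cluster, 22341 epithelial barcodes in 15 clusters remained here, 37.6% of the called barcodes. The paper's reported values are 24511 cells after the filters and 21844 epithelial cells. As fractions of free RNA for SoupX, the paper reports 0.030 in the LFD sham crypts, 0.046 in the LFD sham villi, 0.279 in the HFD sham crypts, 0.165 in the HFD sham villi, 0.035 in the HFD VSG crypts and 0.021 in the HFD VSG villi. The epithelial barcodes numbered 18930 with a minimum of 1500 genes and 9028 with a maximum of 10% mitochondrial UMIs, the alternative that moved the number most.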

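The crypt-labelled libraries gave 3891 LFD sham, 2860 HFD sham and 4586 HFD VSG epithelial barcodes, and the villus-labelled libraries gave 3494, 3677 and 3833 in the same order. Stem-, cycling progenitor- and Paneth-like cells and cluster 4 together made up 22.9% [21.5, 24.4] of epithelial cells in the LFD sham villi, 18.03% [16.8, 19.3] in the HFD sham villi and 35.4% [33.9, 37.0] in the HFD VSG villi. In the crypt-labelled libraries the share was lower, at 6.48% [5.72, 7.296] in the LFD sham crypts, 7.17% [6.25, 8.18] in the HFD sham crypts and 11.1% [10.2, 12.0] in the HFD VSG crypts. Enterocyte-like cells made up 52.6% in the LFD sham crypts, 31.3% in the LFD sham villi, 56.2% in the HFD sham crypts, 37.4% in the HFD sham villi, 55.4% in the HFD VSG crypts and 22.9% in the HFD VSG villi. The enterocyte-like cluster led by *Ada*, a gene of villus tips, held 21.9% [20.7, 23.3] in the LFD sham crypts, 21.6% [20.1, 23.2] in the HFD sham crypts and 19.1% [18.02, 20.3] in the HFD VSG crypts. The same cluster held 9.65% [8.69, 10.7] in the LFD sham villi, 5.58% [4.86, 6.37] in the HFD sham villi and 1.67% [1.29, 2.13] in the HFD VSG villi. Immune-like cells were 3.04% of cells that passed the filters in the LFD sham crypts, 13.2% in the LFD sham villi, 2.72% in the HFD sham crypts, 0.163% in the HFD sham villi, 1.48% in the HFD VSG crypts and 9.73% in the HFD VSG villi. Because marker content and labels differ in this way in every group, the libraries are called crypt-labelled and villus-labelled, and "crypts" and "villi" in the values given here refer to these labels. A limit of 10% mitochondrial UMIs moved these shares most, to 33.1% in the HFD VSG crypts, beside 40.5% in the HFD VSG villi.

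**Figure D2:**
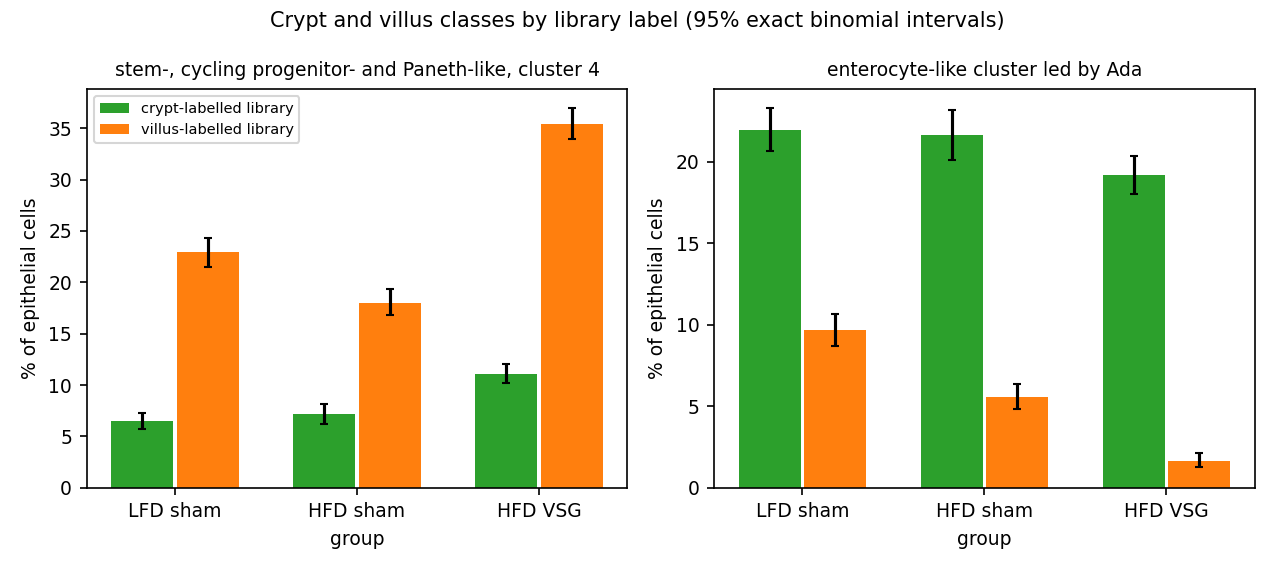
Share of epithelial cells in each library, in percent with 95% exact binomial intervals, by group and compartment label: stem-, cycling progenitor- and Paneth-like cells with cluster 4 (left) and the enterocyte-like cluster led by *Ada* (right). In each group the first share is higher in the villus-labelled library and the second is higher in the crypt-labelled library.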

Importantly, high-quality cells from each dietary (HFD or LFD) or surgical (VSG or sham) condition, as well as each compartment (crypts or villi), were represented proportionally throughout the dataset—including 3637 and 3423 LFD sham, 3232 and 3736 HFD sham, and 4326 and 3490 HFD VSG crypt and villus cells, respectively (see Supplementary Fig. 1 for quality control metrics and cell type distributions across all epithelial clusters). We established confidence in the assigned cell type identities by analysis of specific marker genes, including *Sis* + enterocytes, *Lgr5*+ stem cells, *Muc2*+ goblet cells, *Lyz1*+ Paneth cells, *Dclk1*+ tuft cells, and *Chga* + EECs (Fig. 3C). Furthermore, the cell type assignments aligned with expectations regarding cell cycle state and differentiation status; stem and progenitor cells expressed markers of active cell cycling whereas differentiated lineages displayed greater maturation by pseudotime analysis (Fig. 3D). 

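Over the 6 libraries, *Sis* (ENSMUSG00000027790, chromosome 3 from 72888557 to 72967863 of GRCm38) had 3802 to 9079 CPM in enterocyte-like cells, and the highest other class of each library had 383 to 2968 CPM. *Muc2* (ENSMUSG00000025515, chromosome 7 from 141690340 to 141754693) had 6588 to 17656 CPM in goblet-like cells, with 645 to 1476 CPM in the highest other class. *Lyz1* (ENSMUSG00000069515, chromosome 10 from 117287797 to 117292868) had 53843 to 69766 CPM in Paneth-like cells, with 311 to 2302 CPM in the highest other class. *Dclk1* (ENSMUSG00000027797, chromosome 3 from 55242364 to 55539068) had 1281 to 2689 CPM in tuft-like cells, with 0.101 to 70.4 CPM in the highest other class. *Chga* (ENSMUSG00000021194, chromosome 12 from 102554969 to 102565028) had 3632 to 9875 CPM in EEC-like cells of 5 libraries. In the HFD VSG villi, the 47 EEC-like cells held 1 UMI of *Chga* and 10 UMIs of all 10 EEC markers, with a median of 1717 UMIs per cell against 31769 in the named classes and cluster 4 of that library, so the name has no support there and values of these cells after VSG are not read as those of EECs. *Lgr5* (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780) had 53.9 to 139 CPM in stem-like cells and exceeded the highest other class (25.0 to 99.4 CPM) in 5 of 6 libraries. In the HFD sham villi, the exception, tuft-like cells had more *Lgr5* than stem-like cells. These genes were among the markers that named the clusters, so their levels are not independent of the names.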

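Genes of the S phase summed to 1380.0 to 1784 CPM in stem-like cells, 1462 to 1575 CPM in cycling progenitor-like cells and 108 to 118 CPM in enterocyte-like cells over the 6 libraries. Genes of the G2 and M phases summed to 6327 to 7984 CPM in cycling progenitor-like cells, 854 to 3089 CPM in cluster 4, 674 to 1008 CPM in stem-like cells and 59.8 to 107 CPM in enterocyte-like cells. Paneth-like cells had 39.2 to 85.3 CPM of S-phase genes. No phase was assigned to single cells, and pseudotime was not analysed here.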

With this robust single-cell dataset in hand, we proceeded to study how HFD and VSG impact gene expression across each gut epithelial cell type.

### 2.4. Differential expression analysis highlights cell type-specific genes perturbed by HFD and rescued by VSG

For each individual cell type cluster, we identified two lists of differentially expressed genes (DEGs), including (1) genes altered by diet and (2) genes changed by bariatric surgery (as filtered by *P* < 0.05, *P*adj < 0.20, and log_2_ fold change > |0.50|). 

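With 1 pooled library per condition these thresholds could not be applied, and the same log2 size of 0.5 was used to describe how many values lay beyond it. Pairs of a gene and a class were used where the mean over the 3 libraries of a compartment was at least 50 UMIs and each library held at least 20 cells of the class. This left 27006 pairs over 7 classes in the crypts, where tuft-like cells (13 in the HFD sham crypts) were too few, and 46832 pairs over 8 classes in the villi.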

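In the crypt-labelled libraries, 13.3% of pairs had a log2 ratio beyond 0.5 from HFD to LFD, 6.61% downward and 6.73% upward. Libraries drawn without any change but with the same totals gave 3.86%. From VSG to HFD, 6.85% of pairs were beyond 0.5 upward and 4.81% downward. Among genes with a mean of at least 100 UMIs in stem-like cells, the lowest ratios from HFD to LFD were those of *Reg3b* (−2.06 [−2.23, −1.88]), *Cd74* (−1.95 [−2.46, −1.48]) and *Reg3g*. The highest was that of *Chgb*, with 0 UMIs in LFD sham and 404 in HFD sham, a ratio of 7.46 or above, but 1 of the 52 HFD sham cells held 64.9% of these UMIs. It was followed by *Apoc2* (1.53 [1.05, 2.01]) and *Apoa4* (1.16 [0.99, 1.34]), which after subtraction had no UMIs in HFD sham and were −2.49 and −5.82 or below. After VSG relative to HFD, *Chgb* was lowest (−8.22), followed by *Gm42418* (−2.56 [−2.59, −2.54]) and *AY036118* (−2.39 [−2.48, −2.29]), a pair of genes that overlap ribosomal RNA on chromosome 17. The highest were *Pdgfa* (1.08 [0.67, 1.51]), *Zg16* (0.98 [0.58, 1.39]) and *Cbr1* (0.92 [0.38, 1.505]). After subtraction *AY036118* was 6.70 or above. In Paneth-like cells the lowest from HFD to LFD were *Mptx2* (−2.14 [−2.28, −1.99]), *Sis* (−1.88 [−2.11, −1.66]) and *Mgam* (−1.87 [−2.13, −1.61]), and 1 of the 31 HFD sham cells held 50.8% of the *Sis* UMIs. The highest were *Agr2* (2.02 [1.77, 2.27]), *Lgals2* (1.70 [1.32, 2.09]) and *Tff3* (1.38 [1.24, 1.52]), of which *Lgals2* was −3.52 or below after subtraction. From VSG to HFD, *Fcgbp* (−3.33 [−3.66, −3.00]), *Gm42418* (−2.57 [−2.61, −2.53]) and *Lars2* (−2.34 [−2.51, −2.18]) were lowest in these cells, with 59.2% of the HFD sham *Fcgbp* UMIs in 1 cell. All 3 changed sign after subtraction, to 2.27, 9.69 and 5.63 or above. The highest were *Mptx2* (2.49 [2.35, 2.63]), *Defa32* (1.23 [1.00, 1.46]) and *Defa22* (1.20 [1.18, 1.23]).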

Among all clusters localized to the crypt compartment, 734 genes were differentially expressed between HFD sham vs. LFD sham (646 down, 88 up) as well as 912 genes between HFD VSG vs. HFD sham (772 up, 140 down). In villus-relevant clusters, there were 1496 HFD DEGs (669 down, 827 up), and 4714 VSG DEGs (2314 up, 2400 down). 

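In the villus-labelled libraries, 13.2% of pairs lay beyond 0.5 from HFD to LFD (5.75% downward, 7.43% upward), against 4.06% in the unchanged draws. Shares from VSG to HFD were 9.04% upward and 30.8% downward, and with median-of-ratios scaling they were 20.3% and 16.0%. The median log2 ratio of all genes from VSG to HFD was −0.28 in stem-like, −0.29 in cluster 4, −0.27 in cycling progenitor-like, −0.28 in goblet-like, −0.12 in tuft-like and −0.65 in Paneth-like cells, so CPM placed most genes of these classes lower. In Paneth-like cells of the villi the median from HFD to LFD was 0.41. Among enterocyte-like cells, where the median from VSG to HFD was −0.01, the lowest ratios from HFD to LFD were those of *Ubd* (−7.16, 4 UMIs in HFD sham), *Cd52* (−6.91 or below, 0 UMIs in HFD sham) and *Saa1* (−6.62, 10 UMIs). The highest were *G0s2* (3.63 [3.12, 4.18]), *Gsta2* (3.52 [2.87, 4.25]) and *Tm4sf4* (3.09 [2.88, 3.30]). From VSG to HFD, *Igkc* (−3.81 [−6.18, −2.12]), with 2 UMIs in HFD VSG, *Fkbp5* (−3.69 [−4.69, −2.83]) and *Scd1* (−3.68 [−4.29, −3.12]) were lowest. The highest were the hemoglobin genes *Hbb-bs* (8.32 or above), *Hbb-bt* (7.02 or above) and *Hba-a1* (7.00 or above), which had 0 UMIs in HFD sham and of which a single HFD VSG cell held 98.3%, 99.8% and 99.3% of the UMIs.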

We then compared the list of diet DEGs with the list of surgery DEGs within each cluster. Rescue was calculated as the proportion of HFD DEGs changed in the opposite direction by VSG, and specificity was calculated as the proportion of VSG DEGs that correspond to HFD rescue (Fig. 4A). 

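The same proportions were formed here by size: rescue as the percent of pairs beyond 0.5 from HFD to LFD whose ratio from VSG to HFD lay beyond 0.5 in the opposite direction, and specificity as the percent of pairs beyond 0.5 from VSG to HFD that were rescued. Both ratios share the HFD sham library, so an error in its counts moves them in opposite directions and yields rescue without any change. Proportions of the deposited counts are therefore given beside those of 200 sets of 3 libraries drawn without change (50 for a single class). A change after VSG alone adds to the denominator of specificity, so a specificity below that of such sets does not count against the paper. No such sets were drawn for all classes together in other settings. In libraries simulated without change, with a median of 242 genes measured, rescue was 19.8% and the value from unchanged draws was 19.7%. Both values come from Poisson draws without change, so their likeness checks the computation alone. With 200 changed genes, of which 50% were rescued by construction, the measured rescue was 51.1% over 185 of the genes.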

To compare the extent of rescue and specificity across different cell types, we visualized these proportions in a cluster-by-cluster manner. Higher overall levels of rescue and specificity were revealed in crypts compared to villi, a pattern driven predominantly by genes downregulated by HFD and upregulated by VSG (Fig. 4B, Supplemental Fig. 2). 

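All named classes with enough cells were pooled in each compartment, enterocyte-like cells of the crypts and stem- and Paneth-like cells of the villi among them. The paper's sets of crypt and villus clusters are unlike these. Rescue by size was 34.6% [33.1, 36.2] of 3604 pairs in the crypts, and unchanged draws gave 28.2%. In the villi it was 48.0% [46.8, 49.3] of 6171 pairs, against 36.6% in unchanged draws. Specificity was 39.6% in the crypts and 15.9% in the villi, where unchanged draws gave 42.7% and 49.1%. Of the pairs lower from HFD to LFD, 39.6% were rescued in the crypts and 27.6% in the villi, and of those higher, 29.7% and 63.9%. Unchanged draws gave 37.7% and 46.8% for the lower pairs, and 17.0% and 23.5% for the higher. With median-of-ratios scaling the order for the lower pairs was reversed, at 37.1% in the crypts and 45.6% in the villi, and the villus share of the higher pairs fell to 43.7%. After subtraction, rescue was 47.4% in the crypts and 56.1% in the villi, with 71.5% and 47.3% of the lower pairs rescued. Specificity was then 59.7% and 19.6%. Subtraction before the filters moved the villus value most, to 64.3%, and with the stated fractions after the filters the crypt value rose most. Without EEC-like cells, a choice made after seeing the data, rescue was 33.1% and 47.6%. Cells thinned to 1500 UMIs gave 22.5% in the crypts and 34.1% in the villi.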

Specific clusters that exemplified this trend include crypt-based stem and Paneth cells (as opposed to villus enterocyte clusters) (Fig. 4C). 

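Among stem-like cells of the crypts, 32.2% of the pairs beyond 0.5 were rescued, against 28.0% in unchanged draws, and 48.1% after subtraction (unchanged draws 35.6%). Paneth-like cells had 38.2% (unchanged draws 31.7%), and 92.4% after subtraction (unchanged draws 36.6%). For enterocyte-like cells of the villi the share was 32.6% (unchanged draws 11.3%), and 41.8% after subtraction (unchanged draws 14.6%). Specificity was 40.6% in stem-like cells, 45.9% in Paneth-like cells and 13.7% in villus enterocyte-like cells, where unchanged draws gave 49.4%, 39.4% and 27.4%. Of the pairs lower from HFD to LFD alone, 36.1% were rescued in stem-like cells, 27.2% in Paneth-like cells and 31.0% in villus enterocyte-like cells (unchanged draws 37.8%, 40.6% and 17.2%), and after subtraction 71.6%, 96.7% and 46.8% (unchanged draws 46.5%, 45.9% and 21.3%). In the deposited counts the largest rescue by size of a class was 85.2% in Paneth-like cells of the villi (unchanged draws 35.0%). From HFD to LFD 37.5% of the pairs of this class were higher and 1.87% lower, and 55.1% were lower from VSG to HFD. Such a shift of most genes together may come from the CPM scaling, and its part in the 85.2% was not tested. After subtraction the largest was the 92.4% of Paneth-like cells of the crypts.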

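EEC-like cells were few, with 22 to 63 per library, and the HFD sham crypts held the fewest. Rescue by size in these cells was 68.9% in the crypts (unchanged draws 41.1%), with a specificity of 37.1%, below the 47.9% of unchanged draws. In the villi neither was read, and genes rescued in both compartments were not compared, because the EEC-like cells of the HFD VSG villi all but lack EEC markers, of which 4 of 10 were detected.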

And while the EEC lineage showed comparable degrees of rescue and specificity between crypt and villus compartments, we found that most genes rescued in EECs were distinct between crypts and villi, with the few shared being predominantly mitochondrial-encoded (Supplemental Fig. 3 A-B).

Given the critical role of the crypt in maintaining overall intestinal epithelial homeostasis [20], we further examined the genes rescued in the stem and Paneth clusters (Supplemental Fig. 3C). In both cell types, genes related to cellular metabolism, such as *Cox7a2* and *Gapdh*, were rescued to a similar extent (Fig. 4D). 

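*Cox7a2* (ENSMUSG00000032330, chromosome 9 from 79755361 to 79759878 of GRCm38) had 422 CPM in LFD sham, 399 in HFD sham and 470.4 in HFD VSG in stem-like cells of the crypts, log2 ratios of −0.08 [−0.33, 0.17] from HFD to LFD and 0.24 [0.03, 0.45] from VSG to HFD. In Paneth-like cells its ratios were −0.69 [−1.26, −0.15] from HFD to LFD and 0.68 [0.16, 1.23] from VSG to HFD, from sums of 103, 39 and 138 UMIs. *Gapdh* (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467) had 541 CPM in LFD sham, 508 in HFD sham and 612 in HFD VSG in stem-like cells, ratios of −0.09 [−0.31, 0.13] from HFD to LFD and 0.27 [0.08, 0.46] from VSG to HFD. Its ratios in Paneth-like cells were −0.36 [−0.77, 0.03] from HFD to LFD and 0.69 [0.33, 1.07] from VSG to HFD. After subtraction the stem-like values were −0.33 and 0.47 for *Cox7a2* and −0.99 and 1.13 for *Gapdh*. In Paneth-like cells of the HFD sham crypts the subtraction left no UMIs of either gene, so their ratios there are bounds, −3.82 or below and 3.57 or above for *Cox7a2* and −4.36 or below and 4.53 or above for *Gapdh*. Cell-by-cell subtraction with the stated fractions moved the stem-like *Cox7a2* value from HFD to LFD most, to −0.84. With fractions estimated from immune-like cells, *Gapdh* from VSG to HFD in Paneth-like cells was −0.53, and with a fraction of 0.1 in every library −0.11.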

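*Gpx4* (ENSMUSG00000075706, chromosome 10 from 80047166 to 80056439 of GRCm38) had 177 CPM in LFD sham, 215 in HFD sham and 213 in HFD VSG in stem-like cells of the crypts, log2 ratios of 0.29 [−0.08, 0.65] from HFD to LFD and −0.01 [−0.30, 0.29] from VSG to HFD. In Paneth-like cells it had ratios of −0.69 [−1.17, −0.23] from HFD to LFD and 0.03 [−0.44, 0.52] from VSG to HFD, from 54 UMIs in HFD sham. *Prap1* (ENSMUSG00000025467, chromosome 7 from 140093395 to 140097200) had 406 CPM in LFD sham, 559 in HFD sham and 575 in HFD VSG in stem-like cells, ratios of 0.46 [0.23, 0.69] from HFD to LFD and 0.04 [−0.14, 0.22] from VSG to HFD. The *Prap1* ratios in Paneth-like cells were −1.09 [−1.51, −0.69] from HFD to LFD and 1.09 [0.70, 1.499] from VSG to HFD. After subtraction the stem-like ratios were −2.68 and 2.85 for *Gpx4* and −2.03 and 2.42 for *Prap1*, and the sign of *Prap1* from HFD to LFD changed. Neither gene had UMIs left in HFD sham Paneth-like cells after subtraction, with bounds of −4.18 or below and 2.88 or above for *Gpx4* and −4.78 or below and 4.24 or above for *Prap1*.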

Other genes were rescued by VSG to a greater extent in stem versus Paneth cells, such as *Gpx4*, which encodes an enzyme that mitigates harmful lipid peroxidation [21], and *Prap1*, which codes for a protein that protects gut epithelial cells from apoptotic insults [22]. Genes that showed more Paneth-centric rescue effects included *Ldha*, which encodes a key enzyme in glycolysis leading to the production of lactate [23], and *Reg3g*, which codes for an antimicrobial peptide that was recently shown to be required for metabolic improvements induced by VSG or a fiber-enriched diet [14]. 

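*Ldha* (ENSMUSG00000063229, chromosome 7 from 46841475 to 46855627 of GRCm38) had 103 CPM in LFD sham, 78.4 in HFD sham and 91.3 in HFD VSG in Paneth-like cells of the crypts, log2 ratios of −0.40 [−0.89, 0.08] from HFD to LFD and 0.22 [−0.24, 0.70] from VSG to HFD. Its ratios in stem-like cells were 0.17 [−0.07, 0.40] from HFD to LFD and 0.07 [−0.12, 0.27] from VSG to HFD, and −0.14 and 0.36 after subtraction. *Reg3g* (ENSMUSG00000030017, chromosome 6 from 78466269 to 78468872) had 1067 CPM in LFD sham, 393 in HFD sham and 594 in HFD VSG in Paneth-like cells, from 1200, 271 and 905 UMIs. Its ratios there were −1.44 [−1.63, −1.25] from HFD to LFD and 0.59 [0.40, 0.80] from VSG to HFD, and 1 of the 31 HFD sham cells held 35.1% of the HFD sham UMIs. In stem-like cells the *Reg3g* ratios were −1.89 [−2.16, −1.63] from HFD to LFD and −0.82 [−1.12, −0.52] from VSG to HFD. After subtraction, HFD sham Paneth-like cells had no UMIs of *Ldha* or *Reg3g*, with bounds of −3.92 or below and 3.46 or above for *Ldha* and −7.48 or below and 6.67 or above for *Reg3g*, the alternative that moved *Reg3g* most.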

(Fig. 4D). We sought to leverage our single-cell data to follow up on this finding and narrow down the intestinal epithelial lineage(s) that likely drive increased *Reg3g* expression following VSG. Across nearly all clusters spanning the crypt-villus axis, *Reg3g* was downregulated by HFD; however, *Reg3g* expression returned to LFD-comparable levels most prominently in Paneth cells and villus tuft cells after VSG (Fig. 4E).

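From HFD to LFD the log2 ratio of *Reg3g* was below 0 in all 7 named classes and cluster 4 in both compartments, from −3.41 in stem-like cells of the villi to −0.29 in tuft-like cells of the crypts. Tuft-like cells of the HFD sham crypts numbered 13 and held 21 UMIs of the gene, 66.7% of them in 1 cell. In the 442 stem-like cells of the HFD VSG villi, *Reg3g* had 139 CPM [132, 145], and in enterocyte-like cells, the class with the highest value, 2812 CPM [2793, 2831]. From VSG to HFD its ratio in the villi was 1.34 [0.64, 2.09] in tuft-like cells, 1.24 in cycling progenitor-like cells, 0.64 in stem-like cells, 0.38 in Paneth-like cells and 0.51 in enterocyte-like cells. In the crypts it was −2.15 [−3.13, −1.19] in tuft-like cells, −0.99 in EEC-like cells, −0.65 in enterocyte-like cells and −1.53 in goblet-like cells. From VSG directly to LFD it was −0.84 [−0.97, −0.72] and −0.88 [−0.96, −0.80] in Paneth-like cells of the crypts and villi and −1.83 [−2.21, −1.45] in tuft-like cells of the villi. Without EEC-like cells of the villi, the remaining ratios from VSG to LFD lay between −3.76 in goblet-like cells of the crypts and −1.48 in enterocyte-like cells of the villi. After subtraction, from VSG to HFD, *Reg3g* was 3.75 or above in tuft-like cells of the villi, and in the crypts it changed sign in stem-like cells (0.04), cycling progenitor-like cells (4.00 or above) and EEC-like cells (0.54 or above).

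**Figure D3:**
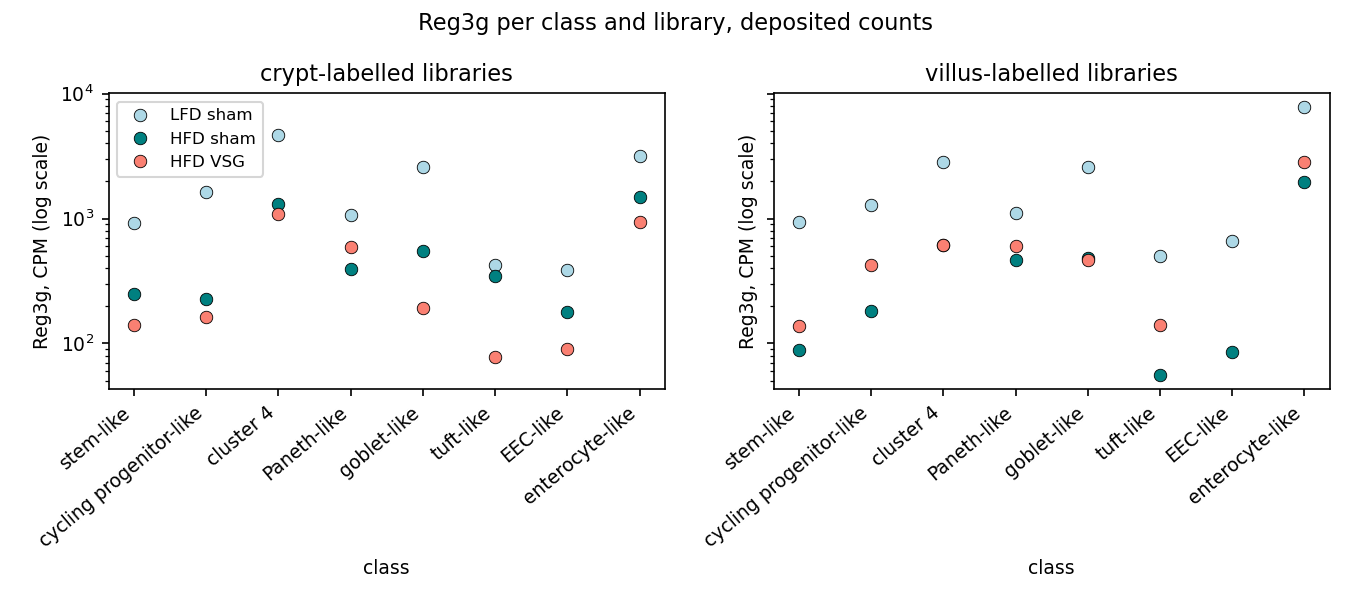
*Reg3g* in CPM (log axis) in each class of the LFD sham, HFD sham and HFD VSG libraries, crypt-labelled and villus-labelled, from the deposited counts. The HFD sham and HFD VSG points drawn lie below the LFD sham point of the same class and compartment, and the HFD VSG point of villus EEC-like cells is left out.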

### 2.5. Pathways enriched among rescued genes underscore diet- and surgery-induced changes in nutrient absorption and metabolic function

To comprehensively survey the biological relevance of our single-cell expression results, we performed pathway enrichment analysis [24,25] of DEG sets derived from each cell cluster along the crypt-villus axis. We first analyzed VSG-induced DEGs (filtered as previously described) to understand the effects of surgery alone on the epithelium. We then repeated these enrichment analyses with only genes rescued by VSG. In villus enterocytes, villus EECs, and some crypt-based goblet cells, genes downregulated by VSG were significantly enriched in pathways related to digestion and absorption of major macronutrients, vitamins, and minerals as well as cholesterol metabolism and PPAR signaling (Fig. 5A-B). 

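Lists of genes for absorption and lipid handling were written before the data were examined, from general knowledge of these pathways, since no pathway database was used. The median of a whole list is not the same measure as an enrichment among genes called changed. In enterocyte-like cells of the villi, the median log2 ratio from VSG to HFD over 23 fat absorption genes was −0.39 [−0.39, −0.34], at percentile 0.245 of matched random lists. The medians were −0.54 [−0.63, −0.51] for carbohydrate (percentile 0.370), −0.80 [−0.85, −0.75] for protein (percentile 0), −0.44 [−0.58, −0.30] for vitamin (percentile 0.440) and 0.08 for mineral absorption (percentile 77.01). For cholesterol metabolism the median was −0.39 (percentile 0.410) and for PPAR signaling −0.20 (percentile 7.84). Subtraction before the filters moved the fat absorption median most, to −0.67, and subtraction after them gave −0.52. Goblet-like cells of the crypts had −0.81 for fat, −0.76 for carbohydrate, −1.18 for protein, −0.95 for vitamin and −0.01 for mineral absorption, −0.55 for cholesterol metabolism and −0.07 for PPAR signaling. After subtraction the goblet-like medians for fat, mineral, cholesterol and PPAR signaling were 0.13, 0.54, 0.35 and 0.40.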

Of the VSG downregulated genes in the rescue category, digestion and absorption of fat and vitamins, cholesterol metabolism, and PPAR signaling remained top hits in most of the same villus clusters (Fig. 5A). These findings suggest that VSG not only rescues HFD-induced defects in fat absorption and metabolism but also suppresses other macronutrient absorption pathways.

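From HFD to LFD, enterocyte-like cells of the villi had medians of 0.15 [0.12, 0.19] for fat absorption (percentile 66.0), 0.20 [0.12, 0.30] for vitamin absorption (percentile 93.8), −0.06 [−0.11, 0.03] for cholesterol metabolism (percentile 1.86) and 0.27 [0.21, 0.29] for PPAR signaling (percentile 100). After subtraction they were 0.26, 0.34, −0.01 and 0.37. A limit of 10% mitochondrial UMIs moved the fat absorption median most, to 0.30. EEC-like cells of the villi had −0.06, −0.14, −0.37 and −0.05 for the same lists.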

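The other absorption lists had medians from HFD to LFD, in enterocyte-like cells of the villi, of −0.38 [−0.43, −0.30] for carbohydrate (percentile 0), 0.04 [0.00, 0.09] for protein (percentile 6.53) and 0.20 [0.10, 0.22] for mineral absorption (percentile 89.5). After subtraction they were −0.27, 0.16 and 0.26.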

Conversely, genes upregulated by VSG were significantly enriched in a wide range of metabolic pathways, including oxidative phosphorylation as well as glycolysis, fatty acid metabolism, and mTORC1 signaling (Fig. 5C-D). 

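The oxidative phosphorylation list held 79 nuclear-encoded genes of the respiratory chain. Its median from VSG to HFD in enterocyte-like cells of the villi was 0.48 [0.47, 0.50], percentile 100, and 0.40 after subtraction, the alternative that moved it most except for a limit of 10% mitochondrial UMIs (0.56). Other classes of the villi had 0.60 (tuft-like), 0.37 (Paneth-like), 0.36 (stem-like), 0.34 (cycling progenitor-like), 0.33 (cluster 4) and 0.28 (goblet-like). In enterocyte-like cells of the crypts it was 0.06 (−0.06 after subtraction), in tuft-like cells 0.16 and in EEC-like cells 0.37. Glycolysis genes had medians of 0.15 in enterocyte-like (percentile 73.6) and 0.18 in tuft-like cells of the villi, 0.49 in Paneth-like cells of the crypts (percentile 99.8) and −0.42 in goblet-like cells of the crypts (0.09 after subtraction). Fatty acid metabolism genes had 0.11 in enterocyte-like cells of the villi (percentile 84.7), −0.02 after subtraction, and 0.19 in stem-like cells of the crypts. The mTORC1 pathway was not analysed here.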

Pathways pertaining to reactive oxygen species (ROS) and Myc targets also emerged as significant hits across crypt and villus lineages, specifically in stem and secretory cells for the former and both absorptive and secretory clusters for the latter (Fig. 5C-D). 

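Genes of reactive oxygen species had medians from VSG to HFD of 0.14 in stem-like (percentile 76.2), 0.38 in Paneth-like (percentile 99.8) and −0.23 in goblet-like cells of the crypts (percentile 0.220). In the villi they had 0.17 in enterocyte-like, 0.31 in tuft-like and −0.15 in goblet-like cells. Myc target genes had 0.51 in enterocyte-like cells of the villi (percentile 100), 1.06 in tuft-like cells of the crypts, 0.33 in cluster 4 of the villi and 0.07 in stem-like cells of the crypts (percentile 25.3). The stem-like value was −0.19 after subtraction.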

Taken together, these results point to mitochondrial activity and biogenesis [26] as possible mechanisms of VSG-induced metabolic improvements in the gut. 

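In goblet-like cells of the crypts the oxidative phosphorylation median was 0.21 [0.17, 0.26] from HFD to LFD (percentile 100) and −0.01 [−0.05, 0.04] from VSG to HFD (percentile 1.75), and after subtraction −0.16 and 0.32. Stem-like cells of the crypts had −0.04 [−0.09, 0.00] (percentile 79.8) and 0.20 [0.16, 0.24] (percentile 99.3), and −0.08 and 0.20 after subtraction. Paneth-like cells of the crypts had −0.38 [−0.48, −0.28] (percentile 0) and 0.28 [0.19, 0.39] (percentile 100). After subtraction the Paneth-like medians were −3.07 or below and 2.93 or above, since many of these genes had no UMIs left in HFD sham. With fractions from immune-like cells or a fraction of 0.1 in every library, the Paneth-like median from VSG to HFD was −0.59 and −0.26. In villus-labelled libraries, Paneth-like cells had 0.10 from HFD to LFD.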

Of the VSG upregulated genes in the rescue category, recovery of metabolic pathways, particularly oxidative phosphorylation, was most pronounced in crypt-based goblet, stem, and Paneth cells (Fig. 5D). Given the importance of crypt niche metabolic activity in regulating overall epithelial homeostasis [27–30], we performed more expansive pathway enrichment analyses focused on stem and Paneth cells. 

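Genes of the TCA cycle had medians of 0.03 [−0.08, 0.15] from HFD to LFD (percentile 83.1) and −0.03 [−0.12, 0.07] from VSG to HFD (percentile 6.91) in stem-like cells of the crypts. In Paneth-like cells they had −0.56 [−0.69, −0.17] (percentile 0.535) and −0.19 [−0.34, 0.18] (percentile 28.8). After subtraction the stem-like medians were 0.09 and −0.06, and the Paneth-like medians were −2.74 or below and 2.12 or above.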

We found that pathways related to the TCA cycle and electron transport chain, ATP biosynthesis, and mitochondrial complex assembly were over-represented among genes rescued by VSG (Fig. 5E). Notably, these results were based primarily on nuclear-encoded genes, which prompted us to next explore changes in mitochondrial-encoded genes in greater depth.

### 2.6. VSG ameliorates defects in crypt-based mitochondrial gene expression induced by chronic HFD

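The 13 protein-coding genes of the mitochondrial genome lie on chromosome M of GRCm38 between 2751 (*mt-Nd1*) and 15288 (*mt-Cytb*), all on the plus strand except *mt-Nd6*. They held 9.22% of the UMIs of the 49 stem-like cells of the LFD sham crypts, 9.98% of those of the 52 of the HFD sham crypts and 8.86% of those of the 134 of the HFD VSG crypts. In Paneth-like cells (66, 31 and 41) they held 2.55%, 3.26% and 2.12%. The class totals were 747041, 571037 and 2100171 UMIs in stem-like cells and 1124951, 688772 and 1523065 in Paneth-like cells. The median cell held 14652, 9990 and 14579 UMIs in stem-like cells and 3160.5, 15865 and 42773 in Paneth-like cells, in the same order. The same free RNA per droplet is a larger fraction of a shallow cell, so this difference in depth bears on the Paneth-like ratios of the crypts.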

To further investigate how HFD and VSG affect mitochondria within intestinal epithelial crypts, we compared the expression levels of all 13 mitochondrial protein-coding genes among our three experimental groups in both the stem and Paneth clusters. 

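In stem-like cells of the crypts the median log2 ratio of the 13 genes was 0.08 [0.03, 0.13] from HFD to LFD, at percentile 99.0 of matched random lists, and 8 of the 13 were above 0, from −0.12 (*mt-Nd6*) to 0.22 (*mt-Cytb*). From VSG to HFD the median was −0.16 [−0.20, −0.14], percentile 0.0100, and 12 of 13 were below 0. Paneth-like cells had medians of 0.25 [0.19, 0.43] from HFD to LFD (percentile 98.3, 10 of 13 above 0) and −0.64 [−0.69, −0.57] from VSG to HFD (percentile 0, 13 of 13 below 0). After subtraction the stem-like medians were −1.48 and 1.30, with 12 of 13 below 0 from HFD to LFD and 11 of 13 above 0 from VSG to HFD. The subtraction left 14.5% of the mitochondrial UMIs of stem-like cells in HFD sham, 89.8% in LFD sham and 88.4% in HFD VSG. In Paneth-like cells it left none in HFD sham, 63.6% in LFD sham and 52.8% in HFD VSG, with medians of −8.07 or below and 7.57 or above. Cell-by-cell subtraction with the stated fractions moved the stem-like median from HFD to LFD most, to −2.28, and fractions from immune-like cells gave 0.76. A limit of 10% mitochondrial UMIs changed the sign of the stem-like medians, to −0.09 and 0.05. Subtraction of the plateau of cell-free droplets, chosen after seeing the data, gave 0.14 from HFD to LFD.

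**Figure D4:**
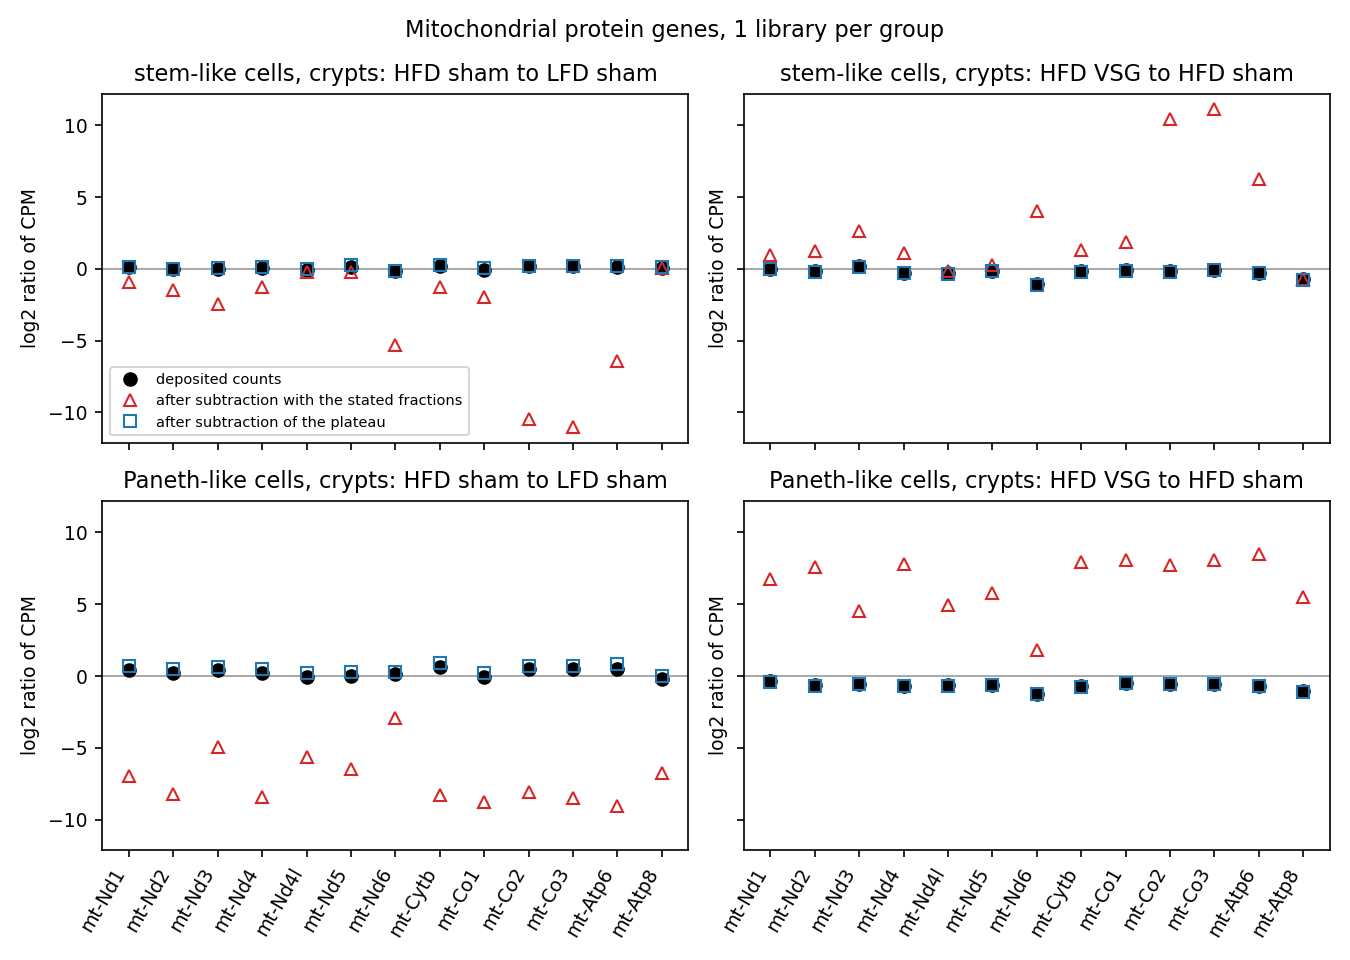
Log2 ratios of CPM of the 13 mitochondrial genes in stem-like and Paneth-like cells of the crypts, from HFD to LFD and from VSG to HFD: deposited counts (black dots), after subtraction with the stated fractions (red open triangles) and after subtraction of the plateau of cell-free droplets (blue open squares). Black dots of stem-like cells lie near 0 from HFD to LFD and mostly below 0 from VSG to HFD, while red triangles lie mostly below 0 from HFD to LFD and above 0 from VSG to HFD.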

We observed perturbed expression of electron transport chain components with HFD as well as rescue of expression by VSG, especially among Complex I and Complex IV genes (Fig. 6A). 

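*mt-Co1* (ENSMUSG00000064351, chromosome M from 5328 to 6872 of GRCm38) had log2 ratios of −0.05 from HFD to LFD and −0.09 from VSG to HFD in stem-like cells and −0.05 from HFD to LFD and −0.50 from VSG to HFD in Paneth-like cells of the crypts, and in stem-like cells −1.96 and 1.85 after subtraction. *mt-Nd6* (ENSMUSG00000064368, chromosome M from 13552 to 14070) had −0.12 from HFD to LFD and −1.09 from VSG to HFD in stem-like cells, from 215, 151 and 261 UMIs in LFD sham, HFD sham and HFD VSG, and −5.27 or below and 4.04 or above after subtraction. In Paneth-like cells it had 0.17 from HFD to LFD and −1.23 from VSG to HFD. *mt-Atp8* (ENSMUSG00000064356, chromosome M from 7766 to 7969) had −0.23 from HFD to LFD and −1.05 from VSG to HFD in Paneth-like cells and 0.05 from HFD to LFD and −0.72 from VSG to HFD in stem-like cells, where it was 0.09 and −0.73 after subtraction. In Paneth-like cells after subtraction, where HFD sham had no UMIs, the bounds were −8.76 or below and 8.10 or above for *mt-Co1*, −2.91 or below and 1.83 or above for *mt-Nd6*, and −6.78 or below and 5.50 or above for *mt-Atp8*.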

Several were rescued in both stem and Paneth clusters (e.g., *mt-Co1*), whereas others were more prominently rescued in one of the cell types (e.g., *mt-Nd6* in stem and *mt-Atp8* in Paneth).

Differences in cell and data quality can account for variance in the number of reads mapping to mitochondrial genes and introduce bias to our expression analyses. 

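Mitochondrial genes held 12.5% of the UMIs of kept cells in the LFD sham crypts, 9.74% in the LFD sham villi, 11.7% in the HFD sham crypts, 10.6% in the HFD sham villi, 12.2% in the HFD VSG crypts and 7.81% in the HFD VSG villi. In droplets with fewer than 100 UMIs they held 31.4% in the LFD sham crypts, 31.3% in the LFD sham villi, 33.4% in the HFD sham crypts, 37.4% in the HFD sham villi, 29.3% in the HFD VSG crypts and 14.1% in the HFD VSG villi. In the plateau of cell-free droplets they held 12.5% in the LFD sham crypts, 14.4% in the LFD sham villi, 8.73% in the HFD sham crypts, 12.2% in the HFD sham villi, 10.5% in the HFD VSG crypts and 2.32% in the HFD VSG villi. The fraction for each library and the profile of droplets with fewer than 100 UMIs together set how many mitochondrial UMIs the subtraction removes from a cell.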

A stringent filtering threshold for mitochondrial reads (<20%) was applied across all single-cell datasets, which suggests that the aforementioned results are not likely caused by technical issues. Nonetheless, to make sure of this, we repeated the differential expression analysis while explicitly accounting for the per-cell proportion of reads mapping to the mitochondrial genome as a covariate. Indeed, we still found that mitochondrial protein-coding genes are among the most downregulated DEGs after HFD and the most upregulated after VSG (Fig. 6B).

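In place of a covariate, cells were compared within bins of the mitochondrial share. Among stem-like cells of the crypts with 5 to 10% mitochondrial UMIs (38 LFD sham, 29 HFD sham and 112 HFD VSG cells), the median log2 ratio of the 13 genes was −0.07 from HFD to LFD and 0.01 from VSG to HFD. With 10 to 15% (8, 13 and 15 cells) it was 0.03 and −0.13, and with 15 to 20%, where LFD sham had too few cells, −0.31 from VSG to HFD (7 HFD sham and 7 HFD VSG cells). Among Paneth-like cells below 5% (21, 15 and 29 cells) it was 0.33 and −0.19, and with 5 to 10% (41, 8 and 5 cells) −0.06 and −0.17. A bin fixes the share that all mitochondrial genes take together, so differences of the whole set are largely removed by it. Within the mitochondrial total of stem-like cells, single genes ranged from −0.24 (*mt-Nd6*) to 0.10 (*mt-Cytb*) from HFD to LFD and from −0.92 (*mt-Nd6*) to 0.36 (*mt-Nd3*) from VSG to HFD. After subtraction, with sums of 0 set to 3, the ranges were −8.83 to 2.26 and −2.83 to 9.00.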

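In stem-like cells of the crypts, *mt-Co2* (ENSMUSG00000064354, chromosome M from 7013 to 7696 of GRCm38) had 10457 CPM in LFD sham, 11891 in HFD sham and 10627 in HFD VSG, log2 ratios of 0.19 [0.14, 0.23] from HFD to LFD and −0.16 [−0.20, −0.12] from VSG to HFD. *mt-Co3* (ENSMUSG00000064358, chromosome M from 8607 to 9390) had ratios of 0.19 [0.15, 0.22] from HFD to LFD and −0.08 [−0.11, −0.05] from VSG to HFD, and *mt-Atp6* (ENSMUSG00000064357, chromosome M from 7927 to 8607) of 0.15 [0.11, 0.18] from HFD to LFD and −0.27 [−0.30, −0.24] from VSG to HFD. After subtraction with the stated fractions the ratios from HFD to LFD were −10.43 or below for *mt-Co2* and −11.00 or below for *mt-Co3*, with sums at the floor in HFD sham, and −6.42 for *mt-Atp6*. Those from VSG to HFD were 10.43 or above, 11.10 or above and 6.26. With fractions from immune-like cells, *mt-Co2* was 1.02 from HFD to LFD and −10.08 from VSG to HFD. The whole mitochondrial list was 0.11 and −0.55 in stem-like cells and 0.95 and −1.41 in Paneth-like cells of the villus-labelled libraries. Among other classes it was −0.30 and 0.15 in cycling progenitor-like, −0.14 and −0.12 in cluster 4 and 0.04 and −0.40 in goblet-like cells of the crypts, and −0.05 and −0.37 in enterocyte-like cells of the villi. From lower levels after HFD and higher levels after VSG that remained with the mitochondrial share as a covariate, and from the filter on mitochondrial reads, the paper holds technical issues to be an improbable cause of its mitochondrial results. The paper then proposes a model in which mitochondrial-encoded genes of these cells are among those most rescued by VSG (Fig. 6C).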

Altogether, our single-cell findings have led to the development of the following working model (Fig. 6C), which proposes how the small intestinal epithelium adapts to HFD-induced obesity and treatment by VSG: (1) HFD elicits expression changes in villus enterocytes to accommodate increased fat digestion and metabolism at the expense of other macronutrients such as carbohydrates; (2) VSG reduces global macronutrient digestion and absorption in villus enterocytes and also programs them for increased oxidative phosphorylation; (3) among crypt-based stem and Paneth cells, nuclear-encoded genes involved in glycolysis, mitochondrial function, and metabolic activity are impaired by HFD and rescued by VSG; and (4) stem and Paneth mitochondrial-encoded genes (especially in the complex I and IV pathways) are among the most prominently rescued by VSG.

## 3. Discussion

A variety of gut epithelial cell types sense and respond to environmental cues. Exposure to external factors, particularly dietary components, can adjust the balance of absorptive, defensive, and secretory functions distributed among these cells—either productively to maintain homeostasis or maladaptively to incite disease. In mice fed a diet high in fat and/or sugar, the intestinal epithelium shows a hyper-proliferative response with lineage allocation skewed towards absorptive enterocytes at the expense of secretory lineages like EECs. These adaptations occur with both short- and long-term dietary interventions and correlate with defects in whole-body metabolism [5,6]. From a therapeutic perspective, growing evidence suggests that the metabolic improvements observed after bariatric surgery arise from various changes in not only gut anatomy but also epithelial physiology [11]. Indeed, while post-surgical adaptations in gut endocrine signaling and their therapeutic effects continue to be explored, pharmacological approaches that recapitulate such outcomes have received increasing attention as attractive alternatives to treat metabolic disease [9]. Despite these advances, our understanding of how dietary and surgical interventions act through the gut to influence metabolic health remains limited.

To address this knowledge gap, we performed a high-resolution transcriptomic analysis of the small intestinal epithelium following VSG, one of the most common bariatric surgical procedures performed worldwide [12]. The current study builds on our previous efforts to characterize how VSG impacts epithelial differentiation via bulk RNA-sequencing of sorted intestinal stem cells [13]. Here, we leveraged single-cell technology to comprehensively survey the transcriptome of murine epithelial cells spanning the crypt-villus axis, both upon development of diet-induced obesity and after treatment by VSG. We identified all major epithelial lineages and revealed cell type-specific changes in gene expression between high- and low-fat diet-fed as well as VSG versus sham-operated mice. By comparing differential expression patterns resulting from these dietary and surgical interventions, we specified genes and pathways that VSG rescues from HFD perturbation and defined additional diet-independent changes of VSG. This drew our attention to crypt-based cell lineages, which showed greater proportions of rescue compared to villus cell types, particularly with genes downregulated by HFD and upregulated after VSG.

Given that epithelial differentiation and homeostasis are orchestrated by the crypt niche [20], we further examined our single-cell results to determine how VSG-induced rescue of stem and Paneth cell genes might initiate adaptive changes within the gut. Several notable findings emerged. First, we distinguished patterns of rescued gene expression across different cell types (e.g., genes rescued in both stem and Paneth cells) in addition to expression rescued predominantly within specific lineages (e.g., genes rescued to a greater extent in either stem or Paneth cells). Among the latter group of genes, we expanded on a recent observation by Shin et al., who found that VSG increases expression of Reg3g, an antimicrobial peptide necessary to improve gut and metabolic function following dietary fiber supplementation and bariatric surgery [14]. While upregulation of *Reg3g* by VSG was observed broadly throughout the small intestine, we localized this effect mainly within Paneth cells and saw a concomitant trend towards rescued Paneth cell number via Lyz1 immunofluorescence. Next, we also noted crypt-centric rescue of genes relevant for a variety of metabolic pathways, such as glycolysis, oxidative phosphorylation, fatty acid metabolism, and mTORC1 signaling. Focusing on stem and Paneth cells, we noticed that VSG rescues both nuclear and mitochondrially encoded genes related to the electron transport chain, ATP biosynthesis, and assembly of mitochondrial complexes (especially complex I and IV). Altogether, our results suggest that chronic HFD impairs specific cell types along with the collective metabolic profile of the crypt niche and that these defects are ameliorated by VSG.

Previous studies have pointed to mitochondrial dysfunction within various tissues and organs, including the intestine [31], the liver [32], skeletal muscle [33], and adipose depots [34,35], as potential contributors to metabolic disease pathogenesis. Bariatric surgery has also been shown to improve mitochondrial function in both preclinical models and patients [36–38], though outside the context of the intestine. Our study emphasizes the underexplored role of intestinal epithelial cell metabolism in shaping the gut and overall metabolic health following dietary and surgical intervention. This coincides with a mounting body of evidence underscoring crypt metabolic activity as a crucial, conserved regulator of intestinal differentiation and homeostasis [29,39,40]. The discoveries in this area have highlighted the importance of stem cell mitochondrial respiration supported by glycolytic products (e.g., lactate) from Paneth cells [28,30]. In line with this, we found that HFD reduces while VSG rescues Paneth cell expression of *Ldha*, which encodes a catalytic subunit of the glycolytic enzyme lactate dehydrogenase [23]. Furthermore, within stem cells we observed more prominent rescue of genes involved in mitigation of oxidative stress (e.g., *Gpx4* [21]) and apoptotic insults (e.g., *Prap1* [22]), which broadly pertain to mitochondrial function. These findings suggest that diet and bariatric surgery may induce gut adaptations through transcriptional changes that uniquely affect the metabolic profiles of different crypt-based lineages.

However, our data also prompted us to rethink the idea of strict stem- and Paneth-specific metabolic compartmentalization, as we noted more generalized rescue of other protein-coding components of oxidative metabolism and glycolysis across both cell types (e.g., *Cox7a2*, mitochondrially encoded electron transport chain genes, and *Gapdh*). Moreover, although mitochondrial respiration has been suggested as the main metabolic identity of stem cells [30], a recent study has demonstrated the importance of glycolysis within *Lgr5*+ cells. Specifically, the authors showed that ablation of the glycolytic enzyme hexokinase 2 within this cell population was sufficient to perturb intestinal stem self-renewal and differentiation [41]. Another study used live-cell imaging to reveal a metabolic gradient that shifts from glycolysis to oxidative phosphorylation with cell proliferation and differentiation, respectively, along the crypt-villus axis [42]. Thus, a more nuanced perspective should be considered when weighing the relative contributions of different metabolic pathways and how they may dynamically impact the function of specific cell types over time. Future studies are needed to define how glycolytic and mitochondrial activity interact within and between different cell types to regulate overall intestinal homeostasis.

Beyond the cellular and transcriptomic changes observed in the crypts, diet- and surgery-induced adaptations in villi were mostly centered around enterocytic nutrient processing. VSG downregulated genes associated with macronutrient digestion and absorption, including those related to lipid handling and fat metabolism that were shown by us and others to be upregulated by HFD [5,6]. At the same time, VSG increased expression of genes involved in oxidative phosphorylation across nearly all villus cell clusters, supporting the previously suggested metabolic trajectory of oxidative metabolism in mature, differentiated cells as opposed to glycolytic activity in proliferating, developing cells. These molecular changes coincided with subtle increases in crypt depth, villus height, and goblet cell number after VSG, which may reflect ways in which dietary and surgical interventions affect rates of epithelial differentiation and turnover through metabolic adjustments across cell lineages. Nonetheless, we acknowledge the need to interpret our findings carefully among several experimental factors, such as the specific mouse model used, the intestinal region interrogated, as well as the dietary composition and duration implemented during the study intervention. Other studies have drawn different conclusions. For example, while we saw no significant diet-induced changes in jejunal epithelial histomorphometry or secretory cell quantification here, others have reported increases, decreases, or no changes in these parameters, likely arising from differing study designs [5,6,43–45]. Therefore, our results do not definitively specify the effects of HFD and VSG on the gut but rather add to a growing picture of how the intestinal epithelium differentially responds to various contexts.

We recognize several limitations of our study. First, while there are known sex-dependencies in the development of diet-induced metabolic disease [46,47] as well as in treatment outcomes by bariatric surgery [15], we focused only on male mice to minimize the impact of additional covariates in our single-cell analyses. Future studies should build on existing work [48] to explore potential sex differences in gut adaptations initiated by diet and surgery. In addition, our single-cell analysis of certain cell types, such as EECs, was limited by their rarity in the epithelium. Follow up single-cell studies can leverage sorting or enrichment strategies to study changes more carefully in enteroendocrine gene expression and subtype profiling following bariatric surgery. Finally, we understand and appreciate that our findings conveyed here are restricted to the transcriptomic level of gene expression, which we hope will inspire future investigations into other aspects of gene regulation and protein function that are altered by VSG.

In conclusion, we present a comprehensive single-cell transcriptomic survey of the murine jejunal epithelium following treatment of diet-induced metabolic disease by VSG. We identified changes in gene expression within specific lineages throughout the crypt-villus axis, notably VSG-induced rescue of genes perturbed by HFD. Overall, our study contributes to resolving the potential cellular and molecular mechanisms that underlie gut adaptations and advances efforts to find more effective, less invasive ways to treat metabolic disease.

## 4. Methods

### 4.1. In vivo studies

Five-week-old male C57BL/6 J mice (*n* = 20) were purchased from the Jackson Laboratory (Bar Harbor, ME, USA) and were individually housed in a 12-h light/dark cycle environment with ad libitum access to water and food. The animal room was maintained at a temperature of 25 °C with 50%–60% humidity. Following an acclimation period, mice were assigned to receive either a 10% LFD (Research Diet; catalog D12450J) or a 60% HFD (Research Diet; catalog D12492) for a duration of 16 weeks before surgical intervention.

Mice were matched for body weight and body fat, then subjected to sham or VSG surgery as previously described [17]. Briefly, mice fed a 60% HFD (*n* = 5) were anesthetized, and a small laparotomy incision was made in the abdominal wall. The lateral 80% of the stomach along the greater curvature was excised, and sleeve was created using a simple continuous suture (8–0 Prolene). Simple interrupted sutures were occasionally utilized to reinforce the strength of the sleeve. Sham surgery was performed on LFD-fed mice (*n* = 6) and HFD-fed mice (n = 6) by applying gentle pressure on the stomach with blunt forceps. During the initial 3 days following surgery, the animals were fed a DietGel^®^ boost (Clear H2O Inc., Westbrook, ME, USA) and subsequently returned to their original LFD or HFD.

Body weight and food intake were monitored for 5 weeks post-surgery. Body composition was assessed before and 5 weeks after surgery using an EchoMRI instrument (EchoMRI LLC, Houston, TX, USA). At the 4-week mark post-surgery, an oral glucose tolerance test (OGTT) was conducted after a 5- to 6- h fast, orally administering a 2 g/kg dose of a 50% dextrose solution.

All animal studies were performed according to an approved protocol by the Institutional Animal Care and Use Committee (IACUC) at the University of Colorado Anschutz Medical Campus as well as protocols outlined in the National Institutes of Health (NIH) guide for the care and use of laboratory animals (NIH Publications No. 8023, revised 1978).

### 4.2. Small intestinal crypt/villus collections and single-cell isolations

Five weeks post-surgery, overnight-fasted mice were euthanized via CO_2_ inhalation. The abdominal cavity was promptly opened, and the small intestine was collected and divided into three segments (duodenum, jejunum and ileum). Subsequently, the segments were flushed with ice-cold PBS (Gibco, ThermoFisher, Waltham, MA, USA) to remove luminal contents. A small portion of each segment (~0.5 cm) was isolated for histologic analysis. Each jejunal segment was opened longitudinally and placed in individual tubes containing cold DMEM (ThermoFisher) before immediate processing with a solution of 3 mM EDTA (Sigma-Aldrich, St. Louis, MO, USA) in PBS for cell dissociation. During processing in the EDTA/PBS solution, the intestinal segments were manually scrapped and subsequently filtered through a 70 μm cell strainer to separate crypts from villi.

For single-cell dissociation, the crypts and villi were resuspended separately in a cold solution of 0.04% bovine serum albumin (BSA)/PBS, followed by processing with 0.3 U/ml dispase/HBSS, DNAse1/FBS, and 0.04% BSA/PBS solutions (all reagents purchased from Sigma-Aldrich). The viability of and number of dissociated crypt and villus cells were measured using the ThermoFisher ViCell counter (ThermoFisher), with an average viability of 71% for crypts and 66% for villus cells. Approximately 3.0 × 10^7^ crypt cells and 3.5 × 10^7^ villus cells from each sample were pooled (*n* = 3 for LFD-sham and HFD-sham, *n* = 2 for HFD-VSG) and diluted to a concentration of 1000 cells/μL.

### 4.3. Single-cell library preparation and sequencing

Single-cell RNA-sequencing library preparation was performed by the Genomics and Microarray Core at the University of Colorado Anschutz Medical Campus. Using the 10× Genomics Chromium Next GEM 3′ v3.1 kit, single-cell suspensions were processed by loading roughly ~16,500 cells to capture a target number of 10,000 per sample with which to generate libraries. Sequencing was run on the NovaSeq 6000 platform (Illumina, San Diego, CA, USA) to obtain at least 50,000 reads per cell. Raw single-cell sequencing data are available under GEO accession GSE234189.

### 4.4. Single-cell transcriptomic analysis pipeline

FASTQ files were generated from the raw single-cell sequencing data and aligned to the mouse genome (mm10) via CellRanger (v.6.0.0). To help ensure that our transcriptomic signal originated from productive gel beads-in-emulsion rather than ambient cell-free transcripts, raw and filtered gene/count matrices produced by CellRanger were processed through SoupX [49] via the default parameters of the autoEstCont method. The estimated background contamination fractions (rho) for each sample were as follows: LFD sham crypts = 0.030, LFD sham villi = 0.046, HFD sham crypts = 0.279, HFD sham villi = 0.165, HFD VSG crypts = 0.035, HFD VSG villi = 0.021. Corrected matrices with ambient RNA removed were initialized in Seurat (v4.1) [50] for all downstream quality control and analysis steps. First, multiplets were computationally accounted for and removed via scDlbFinder [51]. Next, low-quality cells with <750 genes detected or >20% of reads mapping to mitochondrial genes were filtered out. With the remaining high-quality cells, samples were normalized and integrated using the standard Seurat SCTransform (v2) [52,53] workflow based on the 2000 most variable genes while controlling for the number of genes per cell and the proportion of mitochondrial reads mapped. Subsequent clustering visualizations projected via UMAP were derived from 30 principal component analysis dimensions at a resolution of 0.4 and later customized to different color palettes using ggplot2. Highly enriched genes in each cluster were determined by the FindAllMarkers function in Seurat, which identified the most upregulated genes compared to all other clusters; marker enrichment was defined as having a log_2_ fold change of at least 0.50 via MAST [54] with per-cell gene number and mitochondrial reads as covariates (the top 100 enriched genes are included in Supplemental Table 1). Cell types were assigned to each cluster based on overlap of enriched genes with known markers of each intestinal epithelial lineage as annotated previously by Haber et al. [3] Additional overlap with immune cell markers (e.g., *Gzma*, *Gzmb*, *Itgae*, *Ccl5*, *Cd7*, *Cd69*, *Cd3g*, *Cd8a*) identified two immune clusters that were removed from subsequent analyses. Focusing on epithelial clusters, cells were assigned a cell-cycle score based on expression of G2/M and S phase markers via Seurat’s CellCycleScoring function. Pseudotime analysis was performed on Seurat-defined clusters via Monocle3 [55] with root nodes originating in the stem cell cluster.

Within each intestinal epithelial cell cluster across the crypt-villus axis, differential expression analysis between experimental groups (i. e., HFD VSG vs. HFD Sham, HFD Sham vs. LFD Sham, and HFD VSG vs. LFD Sham) was performed using the FindMarkers function in Seurat; significant differential expression of genes was determined via MAST [54]. Changes in mitochondrial gene expression were confirmed in a repeated analysis accounting for genes per cell and percentage of mitochondrial reads as covariates. Differentially expressed genes (DEGs) from each cluster were filtered (*P* < 0.05, *P*adj < 0.20, log_2_ fold change > |0.50|) and subsequently compared by diet (i.e., HFD sham vs. LFD sham) and surgery (i.e., HFD VSG vs. HFD sham). These DEGs were further analyzed in a cluster-specific manner via a Venn diagram approach to identify genes demonstrating reciprocal changes in expression overlapped between dietary and surgical comparisons (see Fig. 4A).

Pathway enrichment analysis was performed by inputting filtered DEG sets (*P* < 0.05, *P*adj < 0.20, log_2_ fold change > |0.50|) into Enrichr [24,25], a comprehensive online database of gene set annotations and libraries. Adjusted *P* values for enrichment terms were manually collected and projected by heatmap using ggplot2. Nutrient digestion and absorption pathways were derived strictly from Enrichr’s KEGG Human 2021 database. Metabolic pathways were initially surveyed across all clusters via Enrichr’s Molecular Signatures Database Hallmark 2020; further investigation of metabolic pathways in the stem and Paneth clusters leveraged the BioPlanet 2019, WikiPathway 2021, and Reactome 2022 databases.

### 4.5. Histologic analysis

A small portion from each intestinal segment was fixed in 10% neutral-buffered formalin for 24 h and submitted to the University of Colorado Histology Shared Resource for paraffin embedding and slide preparation. All images were captured using a BX53 Olympus scope. Morphometric analyses were performed by analyzing hematoxylin and eosin-stained sections in ImageJ. Measurement of crypt depth and villus height spanned from the crypt base to the top of the transit-amplifying zone then to the villus tip, respectively. Averaged morphometric values were based upon inclusion of at least ten intact crypts and villi per animal in each experimental group. Using Alcian blue-stained sections, goblet cells were quantified in both crypts and villi through manual counting of positively labeled cells situated along the outline of the intestinal epithelium. Alcian blue counts were averaged per animal within crypts and villi separately. Paneth cell quantification was assessed via immunofluorescent staining for Lyz1. Here, sections were deparaffinized using a series of xylene and ethanol solutions, rehydrated in cold water, and permeabilized with methanol. After boiling in antigen retrieval solution (10 mM citric acid, 0.05% *v*/v Tween-20, pH = 6.0) for 20 min, sections were blocked with 10% v/v normal goat serum in PBS for 1 h. Sections were incubated overnight with primary antibody (rabbit anti-Lyz1, diluted 1:1000 in PBS with 1% *w*/*v* bovine serum albumin) at 4 °C followed by a 1-h room temperature incubation with secondary antibody (goat anti-rabbit Alexa Fluor 594 diluted 1:1000 in PBS with 1%w/v bovine serum albumin). Nuclei were subsequently counterstained with DAPI (diluted 1:1000 in PBS). Lyz1+ cells were manually quantified in intact crypts and averaged per animal.

### 4.6. Statistics

Statistical analyses of in vivo data were performed using GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA). Body weight/composition, oral glucose tolerance testing, and histological data were analyzed using ordinary one- or two-way ANOVA, as applicable, to determine significant main effects and interactions between independent variables. Food intake measurements were assessed through mixed-effects analysis. Significant differences (*P*adj < 0.05) were determined by Tukey’s post hoc testing. Data are presented as mean ± SEM. Single-cell RNA-sequencing analyses were performed using R. Differential gene expression outcomes were determined via MAST [54] and were considered significant with *P* < 0.05 and *P*adj < 0.20.

## Supplementary Material

Supplemental Figures & Legends

Supplemental Table 1

## Figures and Tables

**Fig. 1.**
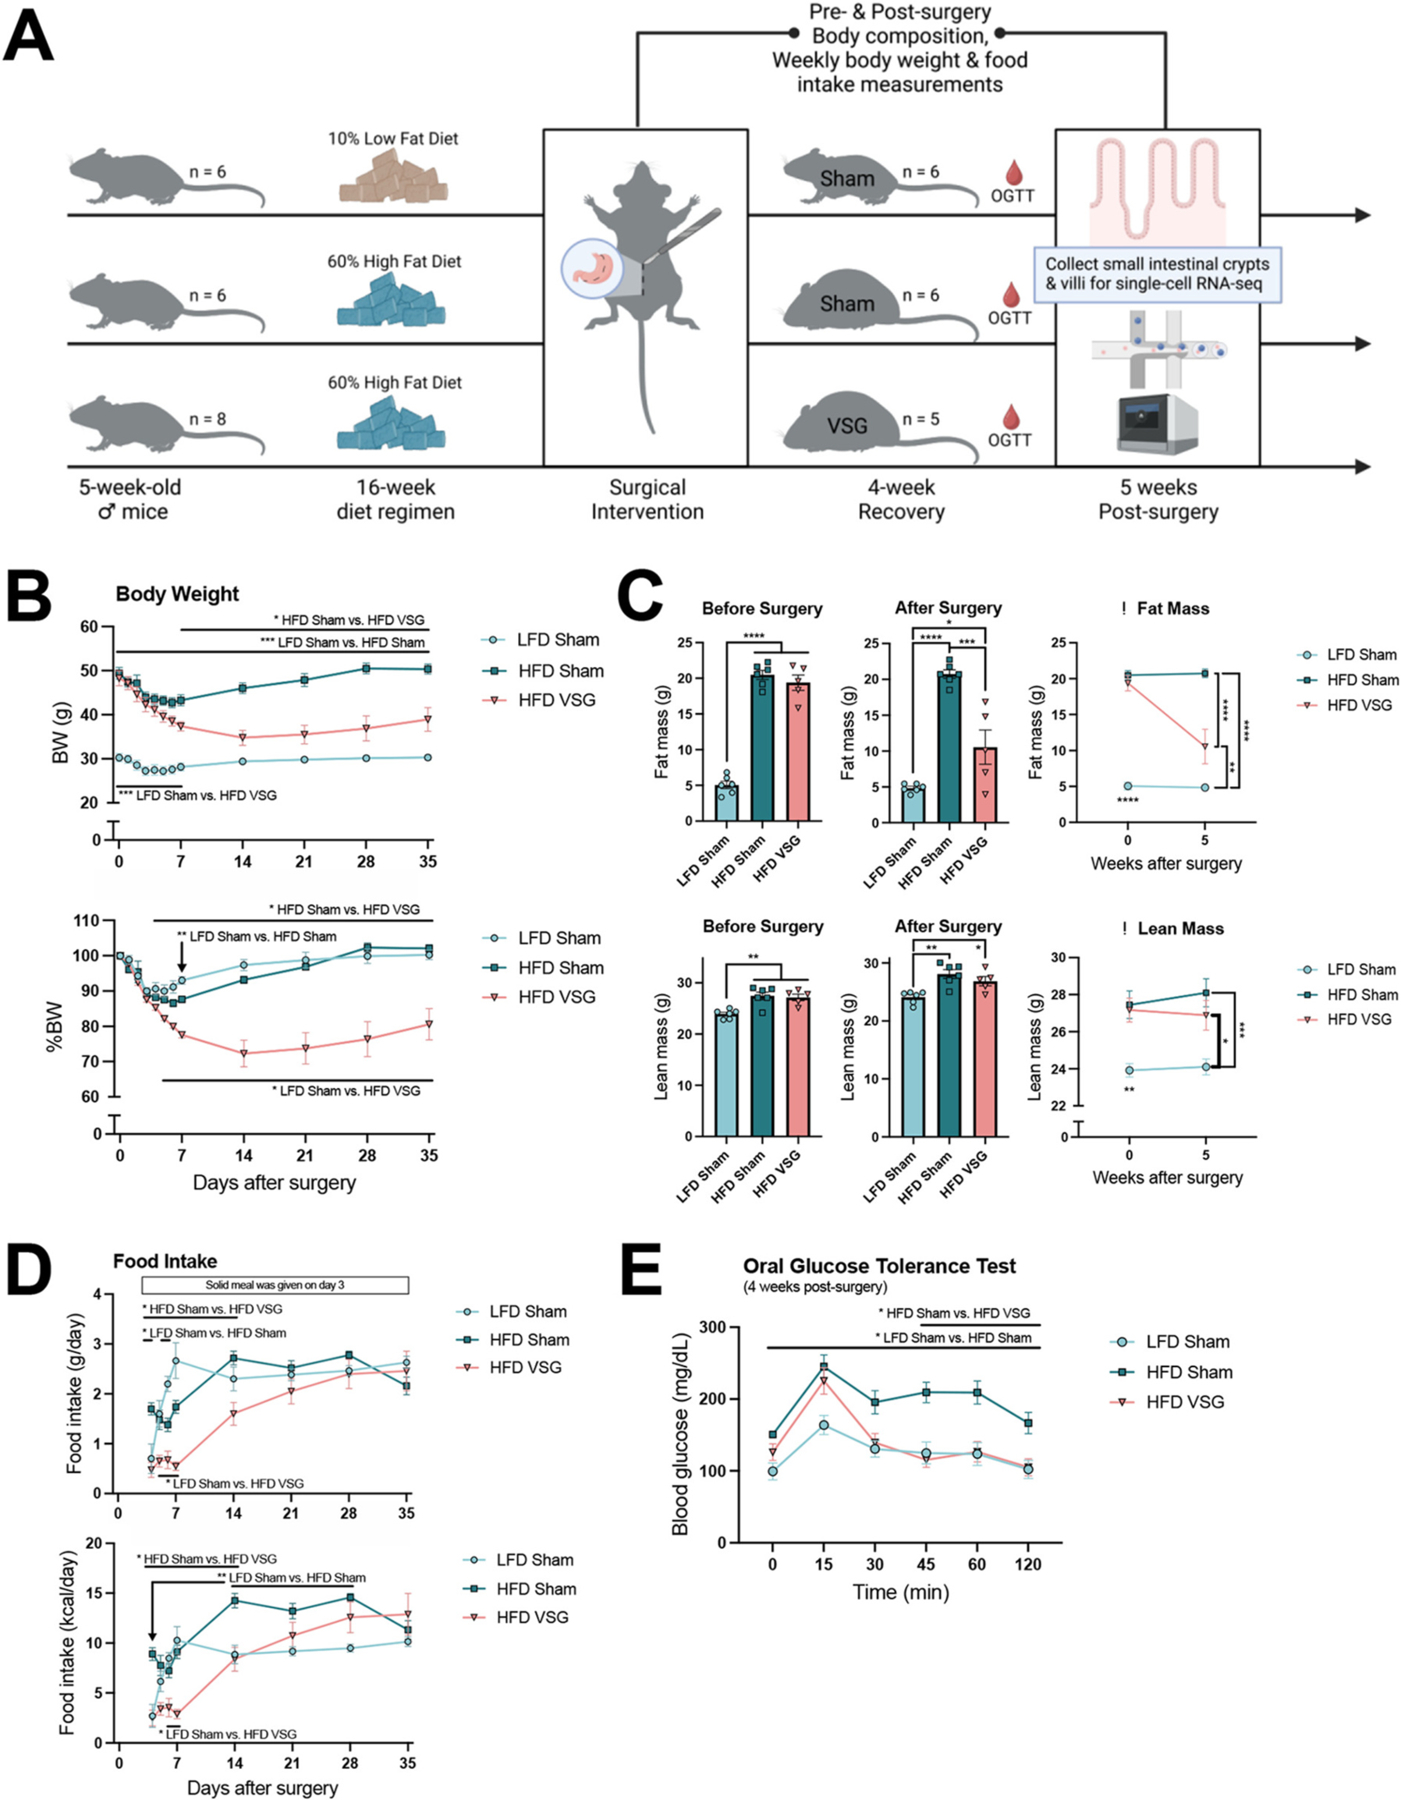
Vertical sleeve gastrectomy produces robust metabolic improvements in a validated mouse model. (A) Experimental design. Male C57BL/6 J mice were maintained on 60% high fat diet (HFD, *n* = 14) or 10% low fat diet (LFD, *n* = 6) for 16 weeks prior to surgical intervention. HFD-fed animals underwent vertical sleeve gastrectomy (VSG, *n* = 5) or a sham procedure (n = 6), while LFD-fed animals were sham-treated (n = 6). Surgical outcomes were assessed through metabolic phenotyping, as described below. At five weeks post-surgery, all mice were overnight fasted, and small intestinal crypts and villi were subsequently collected for single-cell RNA-seq. (B) Body weight (top) and percent change in body weight (bottom) were recorded daily for one week following surgery then weekly thereafter. (C) Body composition measurements of fat (top) and lean mass (bottom) were taken pre- and post-surgery. Datapoints in the bar plots (left) highlight individual measurements for each biological replicate per group, and the accompanying line graphs (right) show average changes in body composition five weeks post-surgery. (D) Food intake in both grams (top) and caloric value (bottom) was recorded daily for one week following surgery then weekly thereafter (food measurements were omitted for the first three days post-surgery while the animals initially recovered on a liquid diet prior to returning to their original solid diet). (E) Oral glucose tolerance testing (OGTT) was performed four weeks after surgery to assess blood glucose regulation over two hours following oral administration of a sugar solution (2 g/kg dose of 50% dextrose). For all metabolic phenotyping results in (B) through (E), data depict mean ± SEM analyzed via one- or two-way ANOVA or mixed effects analysis followed by Tukey’s post hoc testing. Statistically significant differences between experimental groups are labeled by asterisks (* *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001) at specific timepoints (arrows) or time ranges (lines) over the duration of the study.

**Fig. 2.**
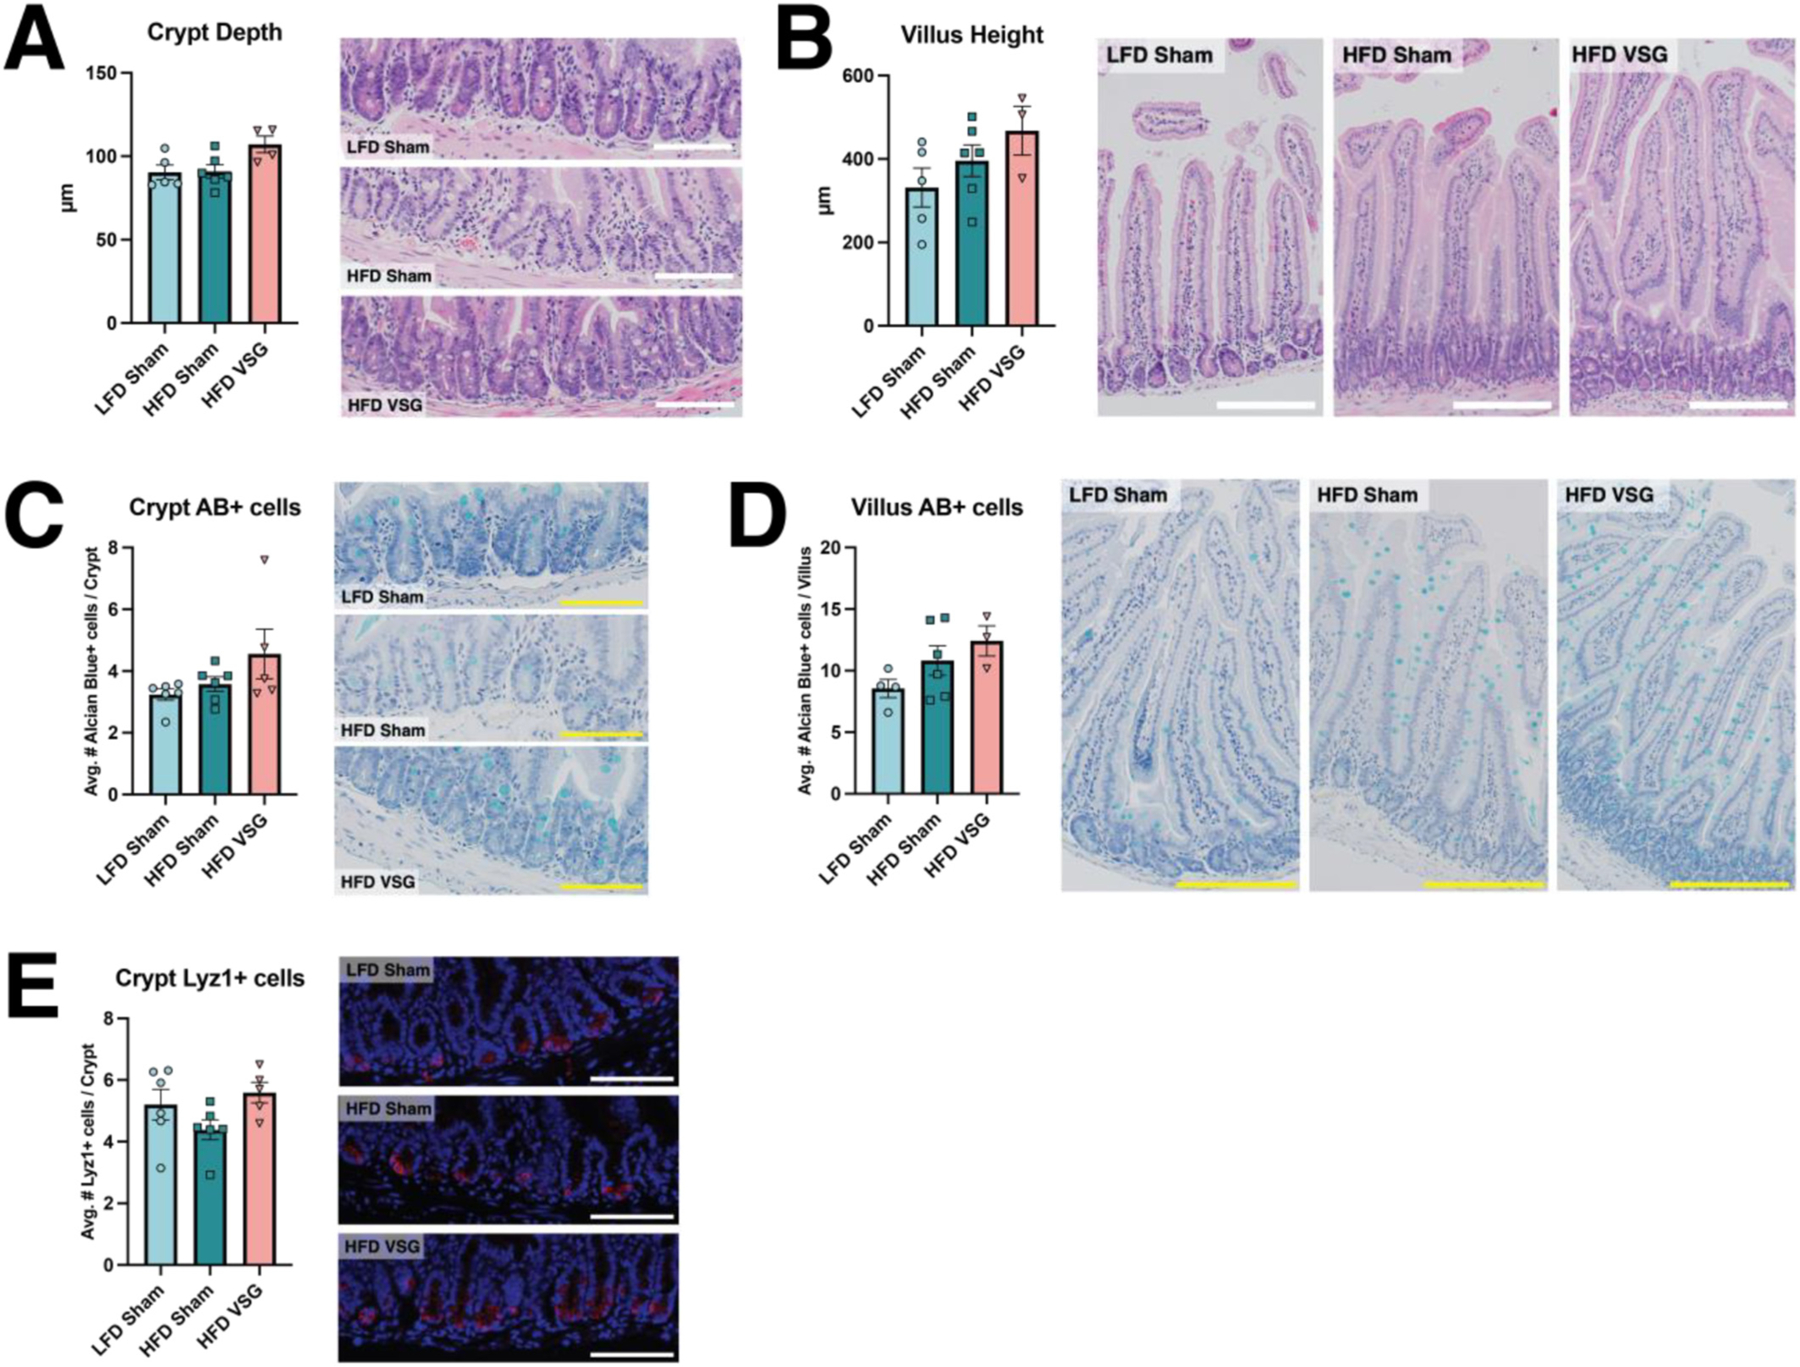
Histological measurements show minimal changes in small intestinal epithelial morphometry and secretory cell composition by diet and surgery. Epithelial structure and cellular composition were assessed through histological analysis of small intestinal sections derived from all experimental groups (n = 6 LFD sham, n = 6 HFD sham, n = 5 HFD VSG). In each panel, bar plots depict morphometric parameters or cell counts with datapoints highlighting individual measurements for each biological replicate per group (left) alongside the respective representative images (right). (A) Crypt depth and (B) villus height were determined through analysis of hematoxylin and eosin-stained sections. (C) Crypt and (D) villus goblet cell abundance was quantified by Alcian blue+ staining. (E) Paneth cell abundance, localized in the crypt base, was measured by Lyz1+ immunofluorescence (red) with DAPI nuclear counterstaining. For all histological images, scale bar = 100 μm (crypts) or 200 μm (villi). Data depict mean ± SEM, analyzed via one-way ANOVA followed by Tukey’s post hoc testing. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

**Fig. 3.**
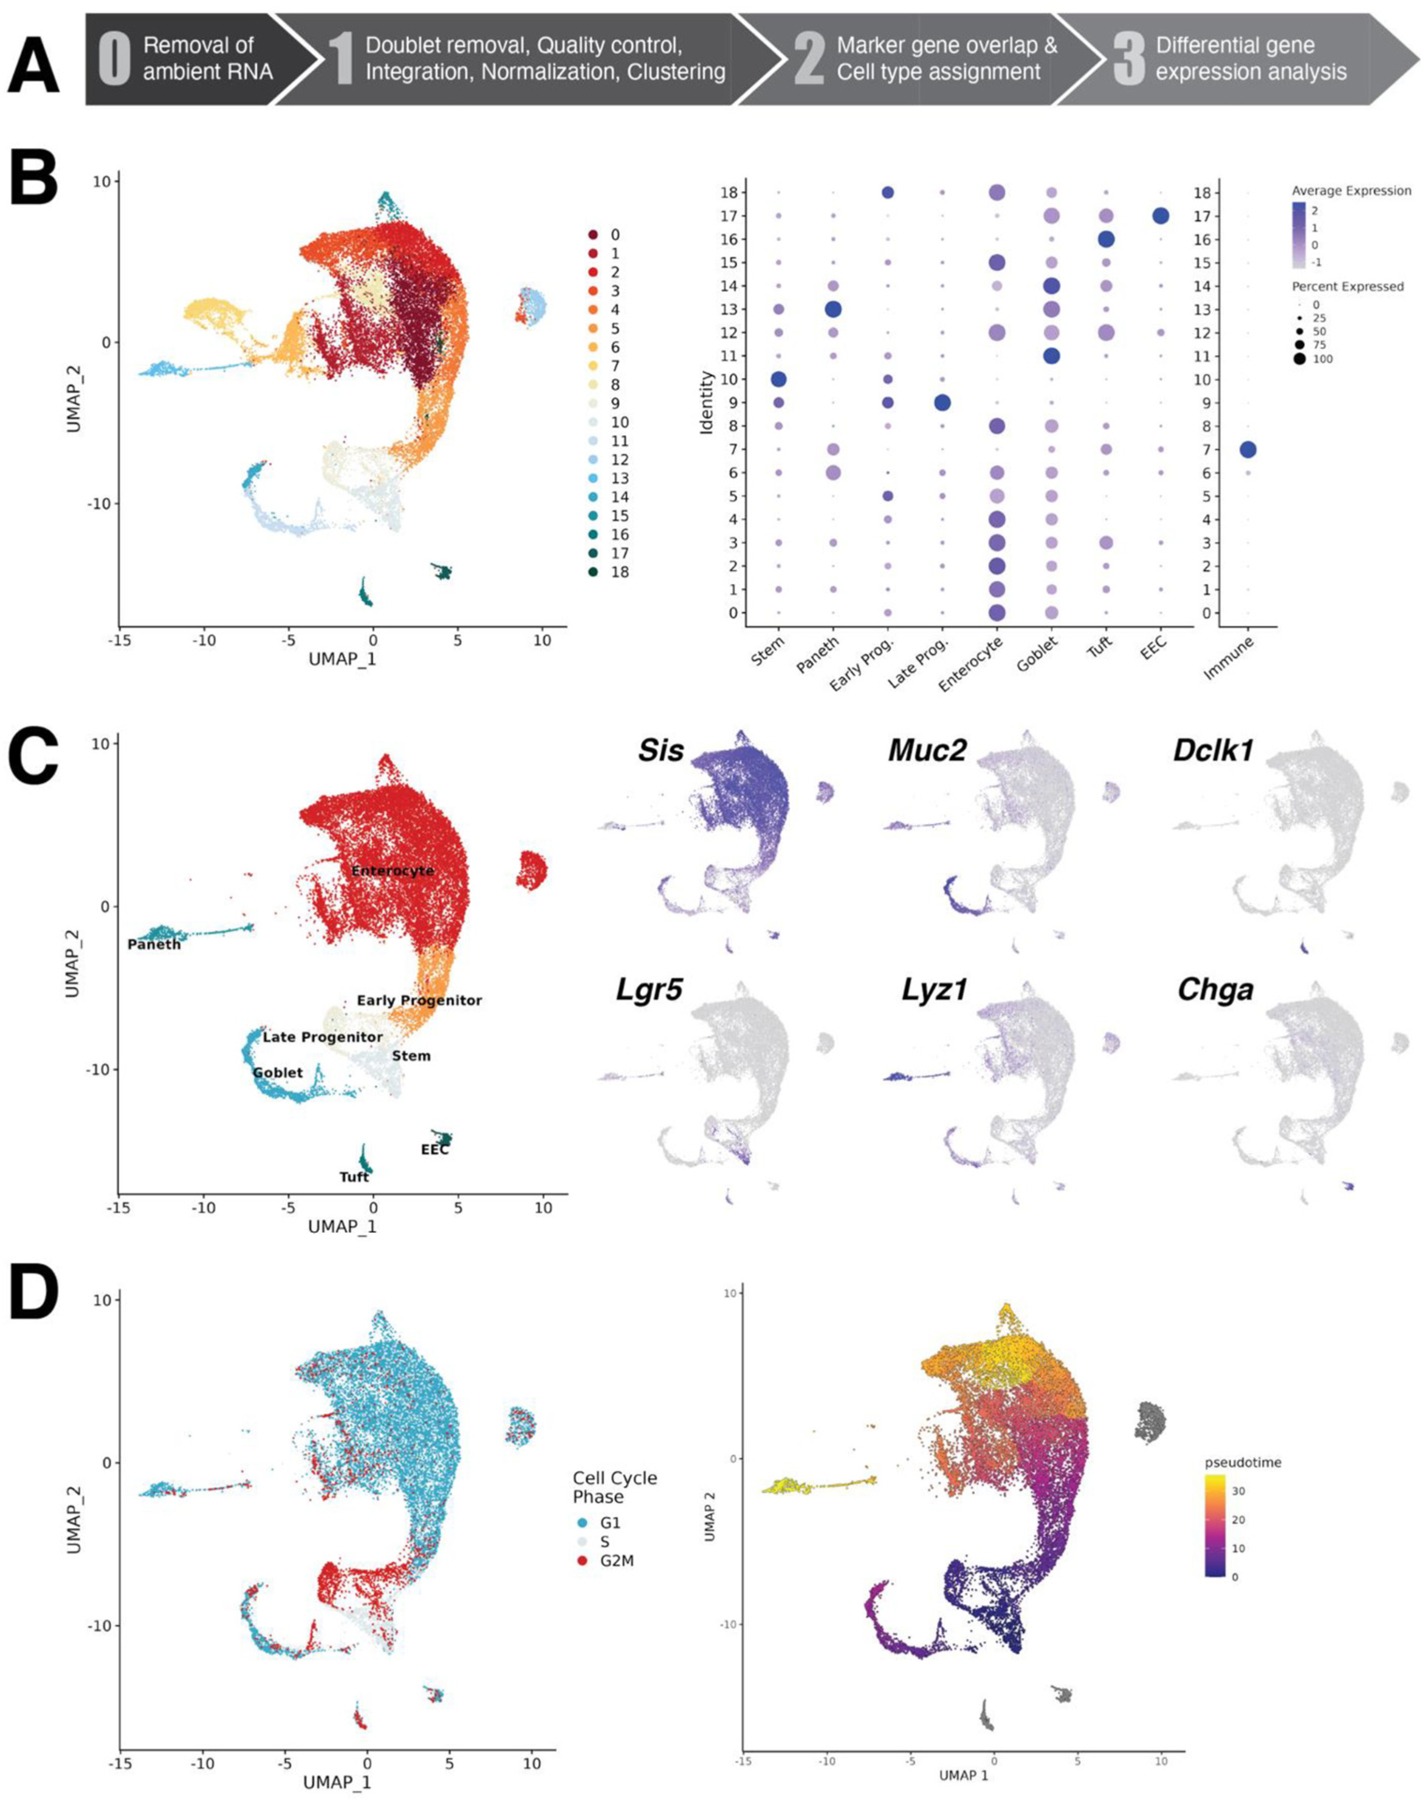
Single-cell RNA-sequencing defines the small intestinal epithelial transcriptomic landscape following bariatric surgery. At five weeks post-surgery, small intestinal epithelial samples were collected as separate crypt and villus cell suspensions pooled from at least two biological replicates per experimental group for single-cell RNA-seq. (A) Schematic representation of the bioinformatic workflow used to filter and analyze the single-cell transcriptomic dataset in the present study. The specific tools and quality control parameters used are detailed further in the Methods section. (B) Following computational exclusion of contaminating ambient RNA, doublets, and low-quality cells, the overall dataset comprised 24,511 cells across 19 distinct clusters shown via uniform manifold approximation and projection (UMAP) visualization (left). Cell type assignments for each cluster were then determined using established markers of intestinal epithelial lineages and intraepithelial immune cells, as summarized in the adjacent dot plot (right) by the percent overlap of lineage markers with highly enriched genes in each cluster (dot size) as well as marker gene expression level (dot color). (C) After immune cluster removal, the finalized dataset comprised 21,844 cells shown by UMAP visualization (left), with cell type assignments corroborated by UMAP overlays highlighting specific lineage marker gene expression (right)—*Sis* = Sucrase isomaltase, *Muc2* = mucin 2, *Dclk1* = double cortin-like kinase 1, *Lgr5* = Leucine-rich repeat-containing G-protein-coupled receptor 5, *Lyz1* = lysozyme 1, and *Chga* = chromogranin A. (D) Cell type assignments also aligned with biological expectations based on projections of cell cycle marker gene expression (left) and pseudotime trajectory predictions (right).

**Fig. 4.**
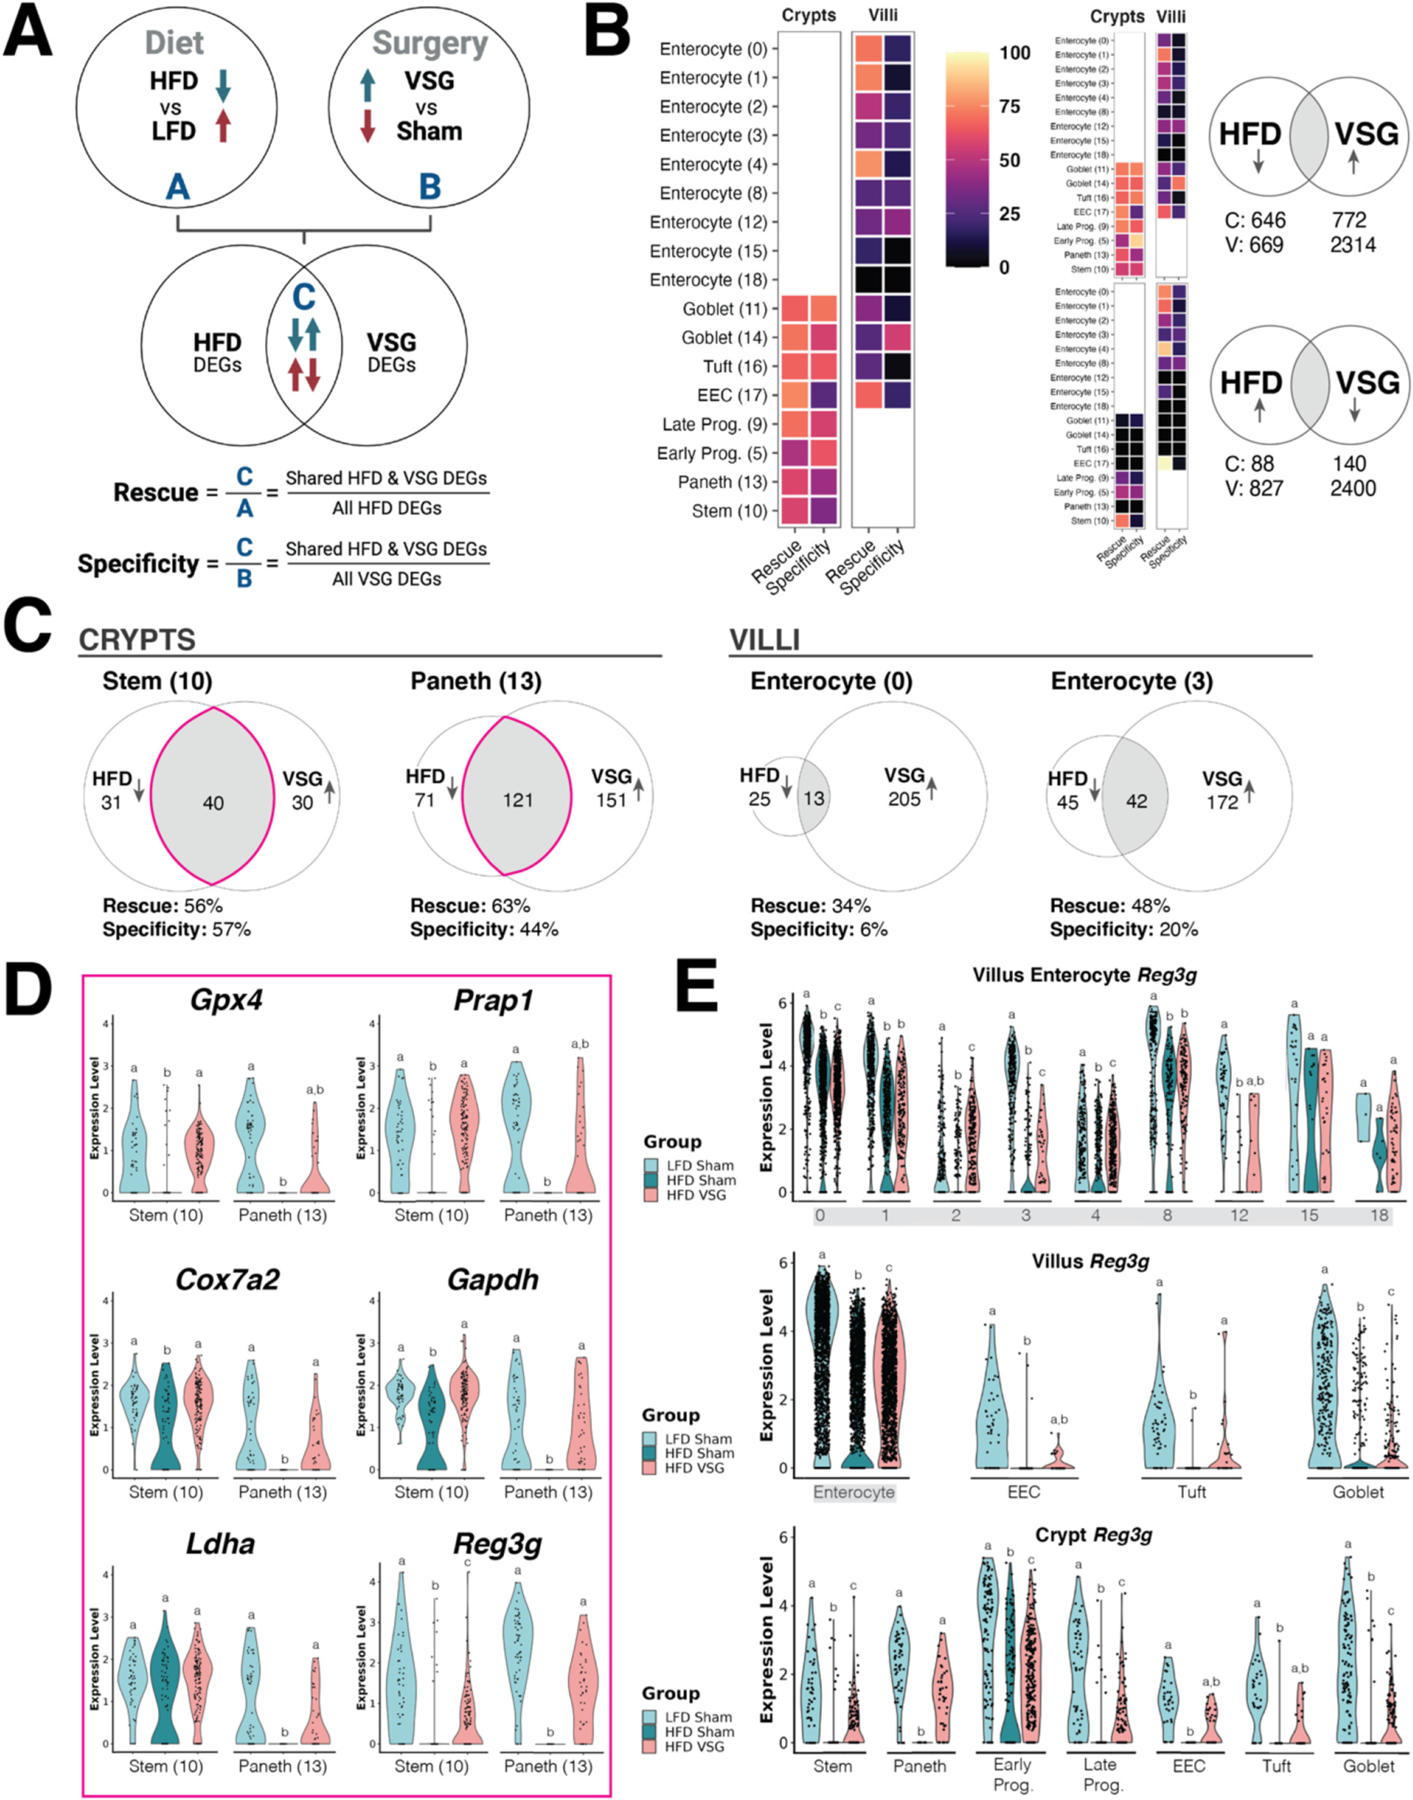
Differential expression analysis highlights genes perturbed by diet and rescued by surgery at the single-cell level. For each individual cell type cluster, differentially expressed genes (DEGs) were identified by diet (HFD vs. LFD) and by surgery (VSG vs. sham), filtered by *P* < 0.05, *P*adj < 0.20, and log_2_ fold change > |0.50|. (A) HFD DEGs and VSG DEGs were compared within each cluster as shown by Venn diagram. Within the intersection, overlapping genes were altered in opposite directions across diet and surgical conditions (i.e., a gene upregulated by HFD and downregulated by VSG, or vice versa). By comparing the number of HFD and VSG DEGs, we defined two metrics—“Rescue” and “Specificity”—representing the extent of diet-induced changes in expression that are ameliorated by VSG and changes in expression associated with diet (as opposed to non-diet related effects of VSG), respectively. (B) Proportions of rescue and specificity were calculated across all cell clusters and visualized as percentages by heatmap coloration. Additional heatmaps to the right illustrate the contributions of different DEG directionalities, revealing higher levels of rescue and specificity in crypts driven predominantly by HFD-downregulated and VSG-upregulated DEGs. The adjacent Venn diagrams (right) depict the overall number of DEGs summed across the crypt or villus compartments. (C) Select Venn diagram examples highlight rescue and specificity observed in specific crypt- and villus-based clusters, calculated using the number of DEGs downregulated by HFD and upregulated by VSG. Detailed rescue and specificity calculations for all clusters are included in Supplementary Fig. 2. (D) A subset of genes derived from the Venn diagram intersections in panel (C) represent DEGs rescued in the stem or Paneth clusters (or both) and were illustrated by violin plots to show the distribution of their expression levels among cells (individual dots) across experimental groups. The full list of DEGs can be found in Supplementary Fig. 3C. (E) Expression of the antimicrobial peptide Reg3g was visualized by violin plots in all cell types spanning the crypt-villus axis (including all villus enterocyte clusters in the top plot). In both (D) & (E) different letters indicate a statistically significant difference (*P* < 0.05 & *P*adj < 0.20) by MAST.

**Fig. 5.**
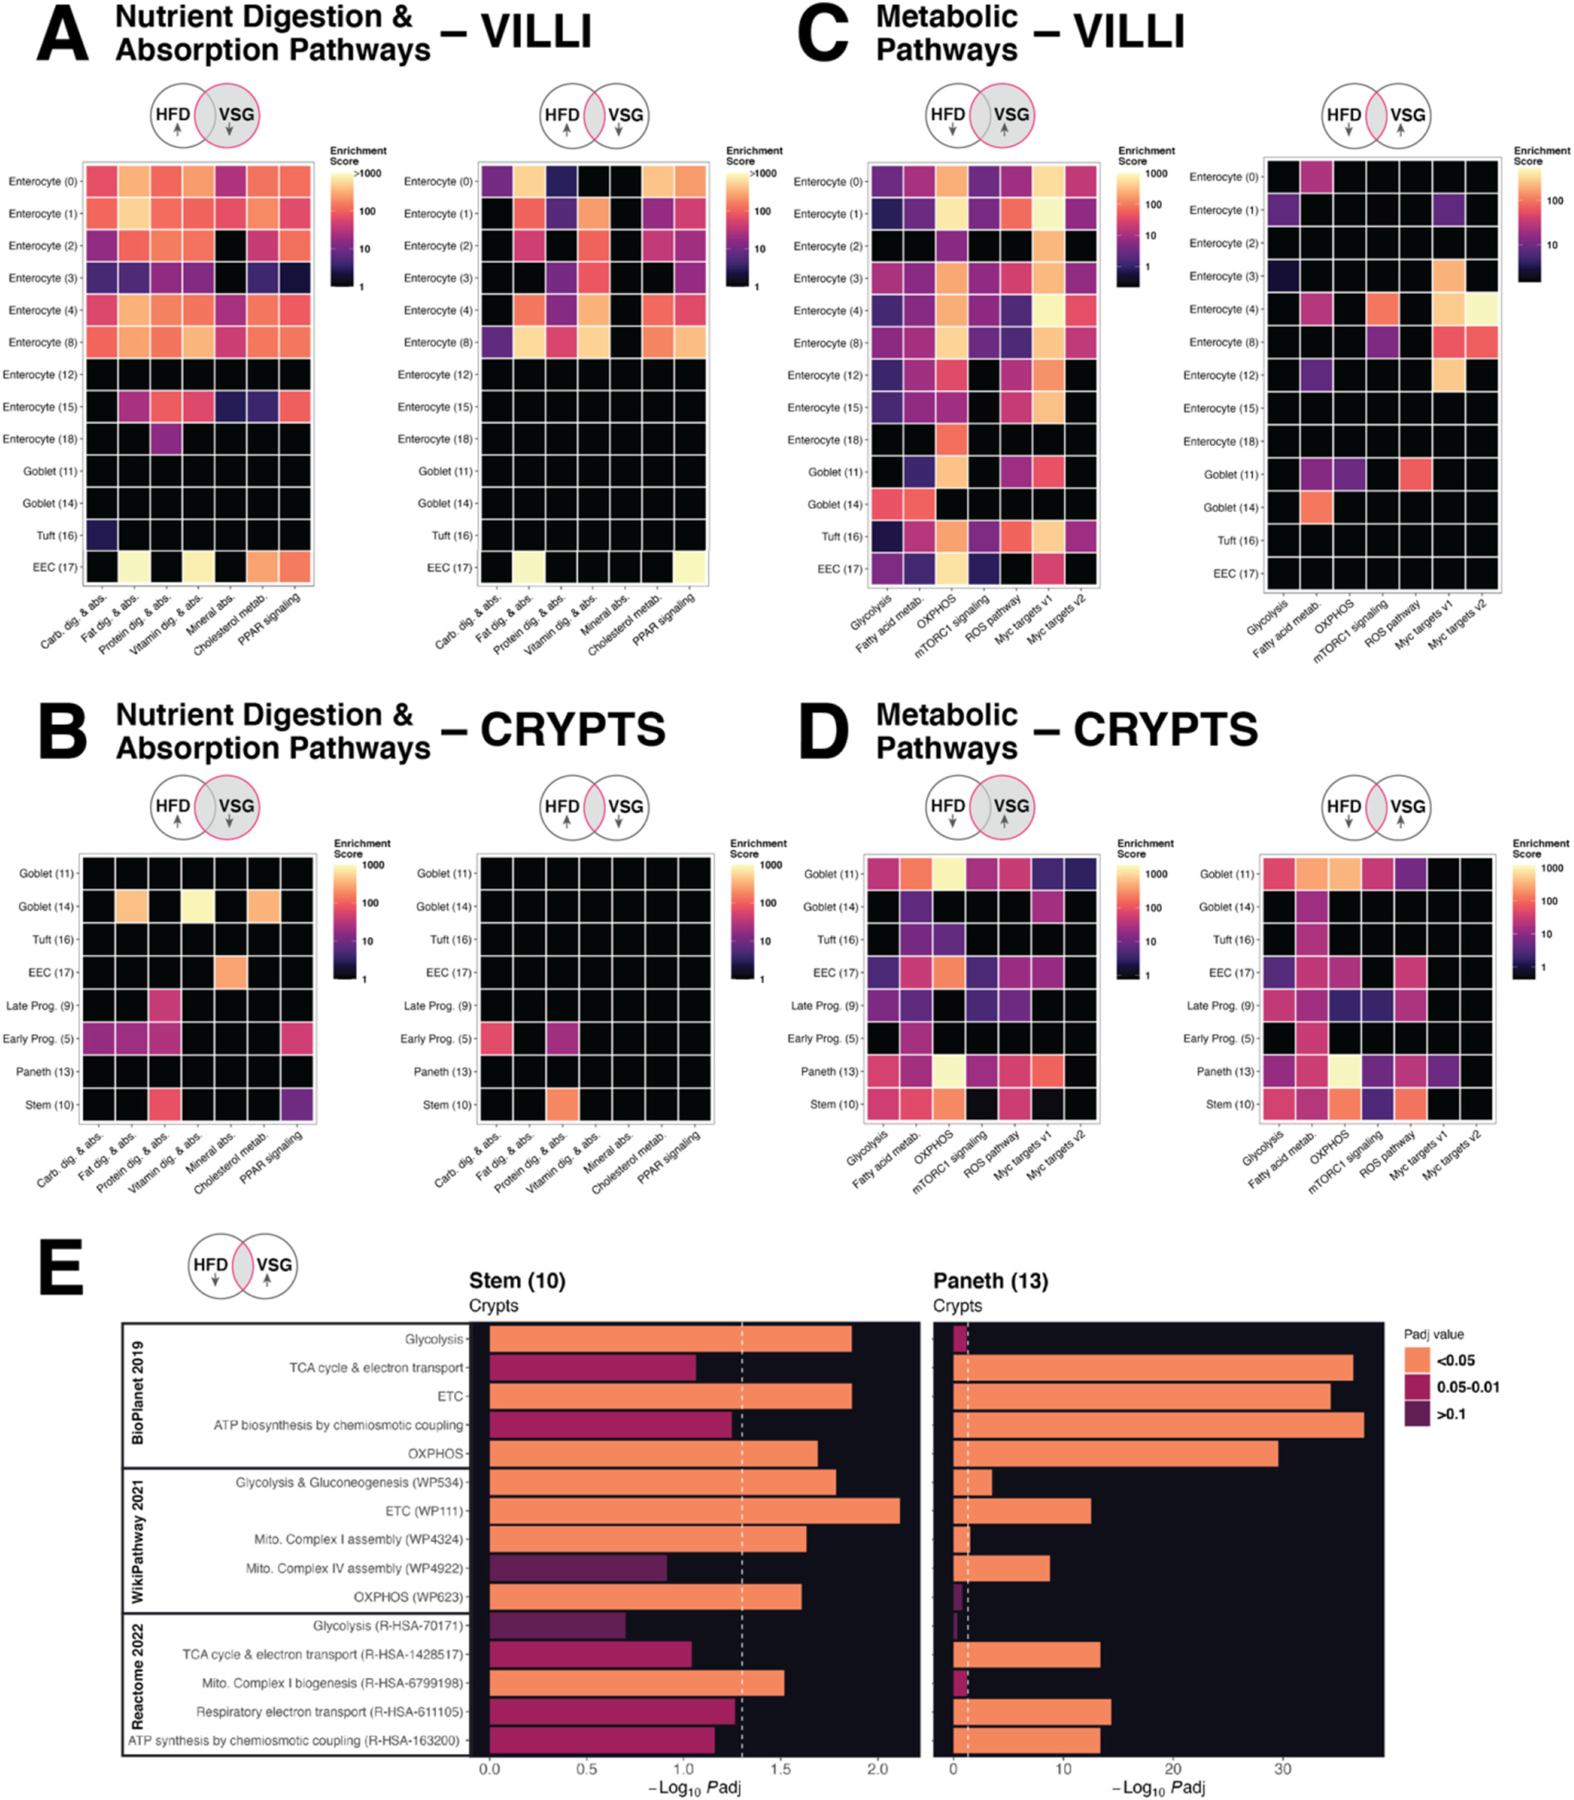
Nutrient absorption and metabolic function emerge as top pathway hits enriched among genes rescued by surgery. Pathway enrichment analysis was performed using DEG sets (predominantly representative of nuclear genes) derived from each cluster along the crypt-villus axis to assess the biological relevance of genes altered and rescued by VSG. Results are shown as heatmaps, which illustrate enrichment scores (color scale) of various biological pathways (columns) across clusters (rows). Within each panel, the left plot shows results from genes differentially expressed by VSG, and the right plot shows the same analysis using genes specifically rescued from HFD perturbation. Enrichment is marked by warmer colors among pathways relevant for nutrient digestion and absorption across (A) villus and (B) crypt clusters as well as metabolic pathways in (C) villus and (D) crypt clusters. (E) We expanded our analyses across multiple databases to more rigorously assess enrichment of metabolic pathways rescued in the stem and Paneth clusters. Significant enrichment is shown by bar plots according to *P*adj values (bar size and color) across different pathway databases (y-axis); the dotted white line indicates *P*adj < 0.05.

**Fig. 6.**
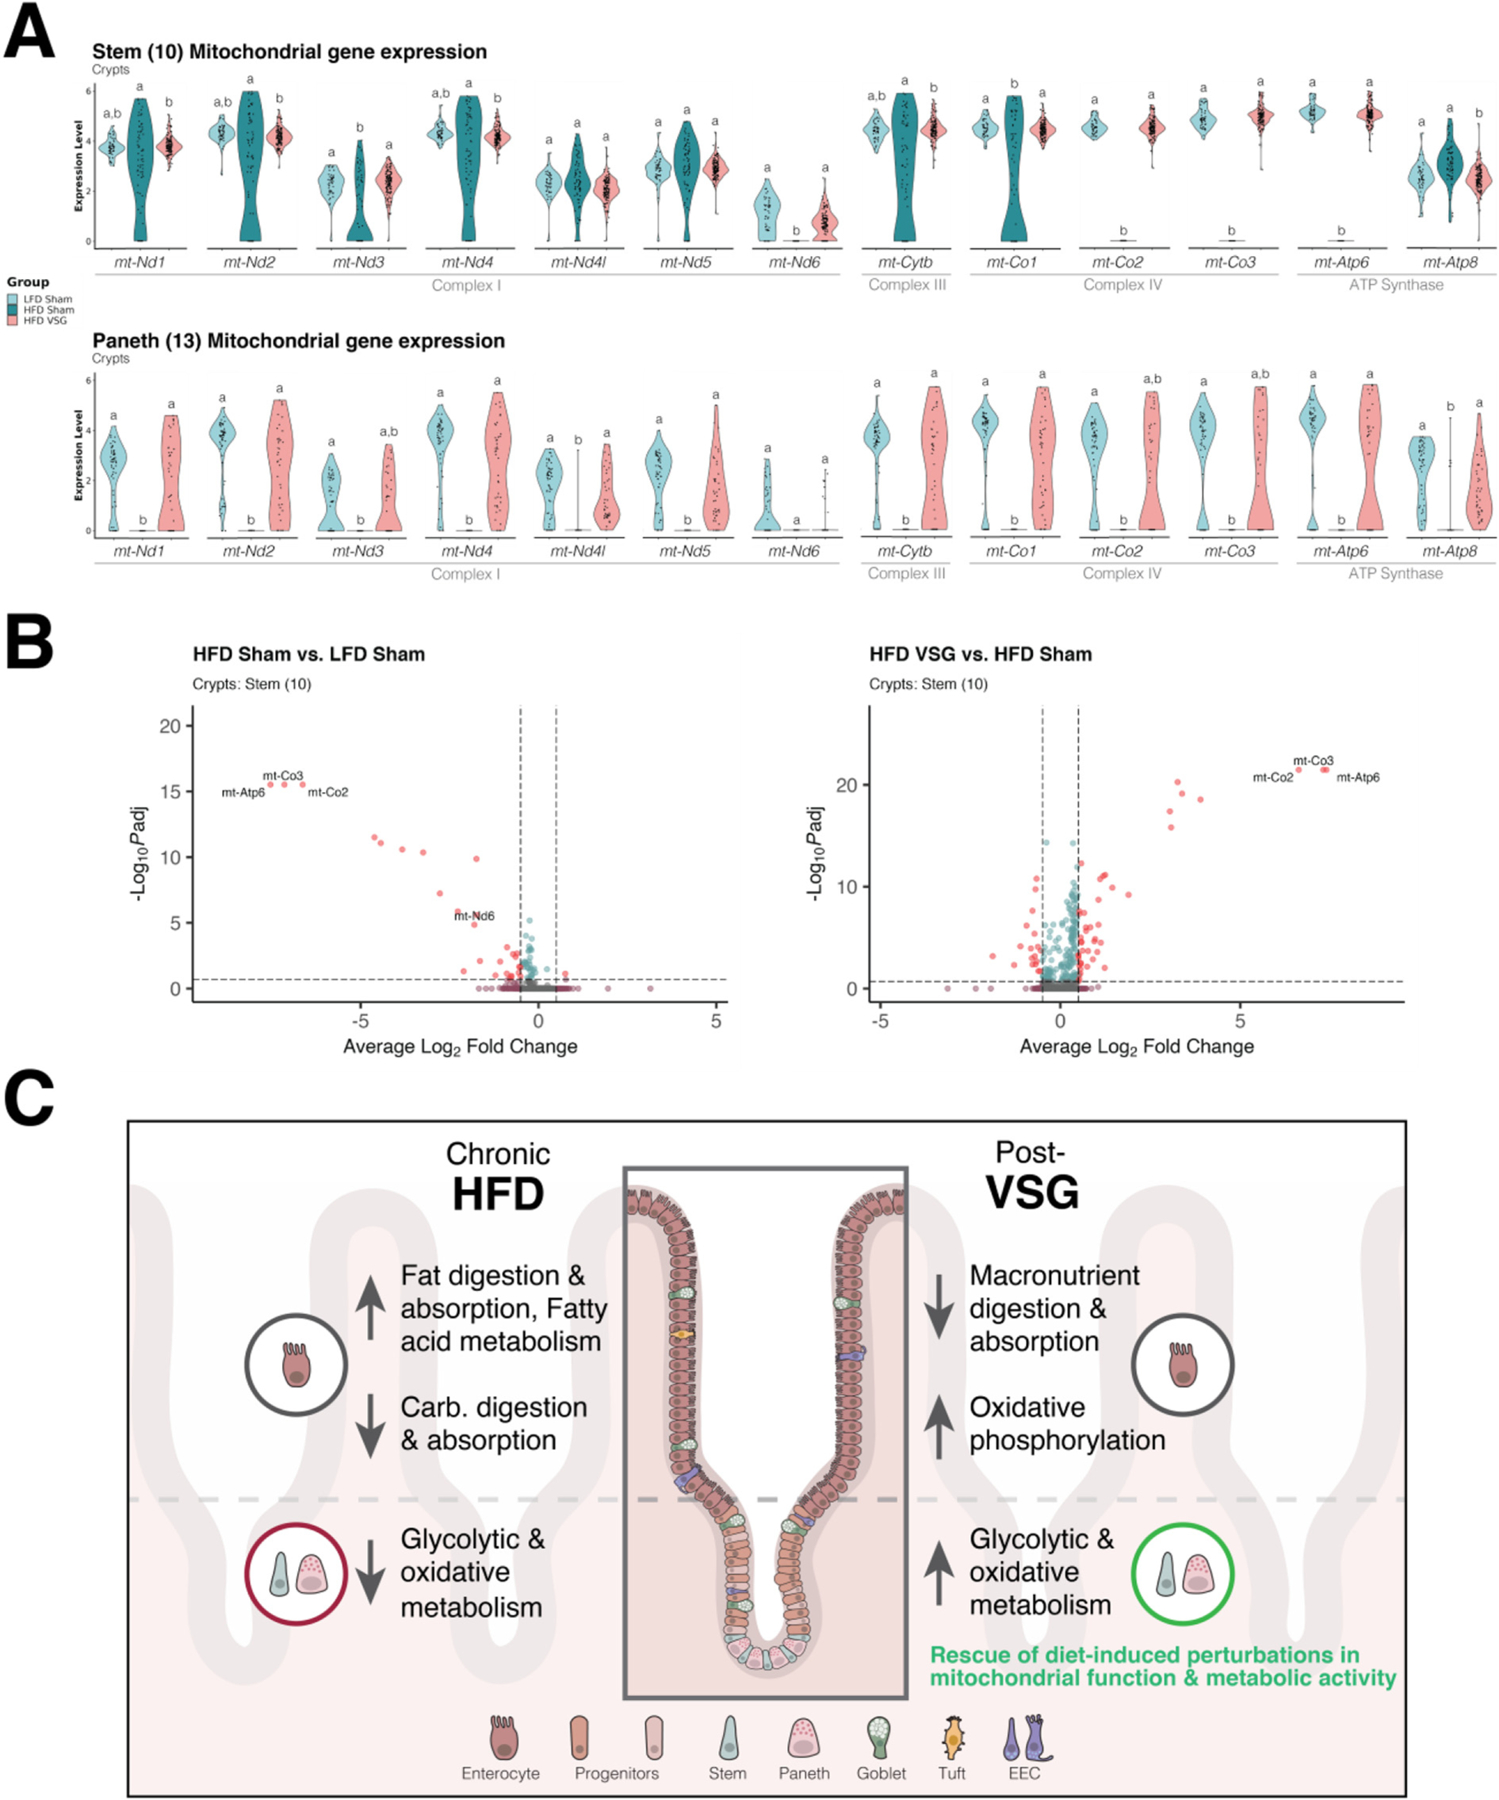
Vertical sleeve gastrectomy ameliorates changes in crypt-based mitochondrial gene expression driven by chronic high-fat diet. (A) Expression levels for all mitochondrial protein-coding genes were examined in stem (top) and Paneth cells (bottom) as depicted using violin plots. Different letters indicate a statistically significant difference between experimental groups (*P* < 0.05 & *P*adj < 0.20) by MAST. (B) Notably, mitochondrially-encoded genes remained among the most differentially expressed even after accounting for the per-cell proportion of genes mapping to the mitochondrial genome as a covariate to more stringently mitigate technical biases—shown by volcano plots of significantly altered stem cell genes across dietary (left) and surgical (right) conditions, filtered by log_2_ fold change (±0.5, vertical hashed lines) and adjusted *P* value (*P*adj < 0.2, horizontal hashed line). (C) Proposed working model as to how chronic consumption of an obesogenic diet and treatment by VSG initiate gut adaptations through cell-type specific changes within the small intestinal epithelium.

## Data Availability

We have shared the GEO accession number to our raw single-cell data files in the methods section of the manuscript.

# Supplementary material for: Intestinal epithelial adaptations to vertical sleeve gastrectomy defined at single-cell resolution
**Source:** Genomics. Author manuscript; Available in PMC 2024 Mar 22.
**Supplement:** Supplemental Figures & Legends

# Supplemental Figure 1

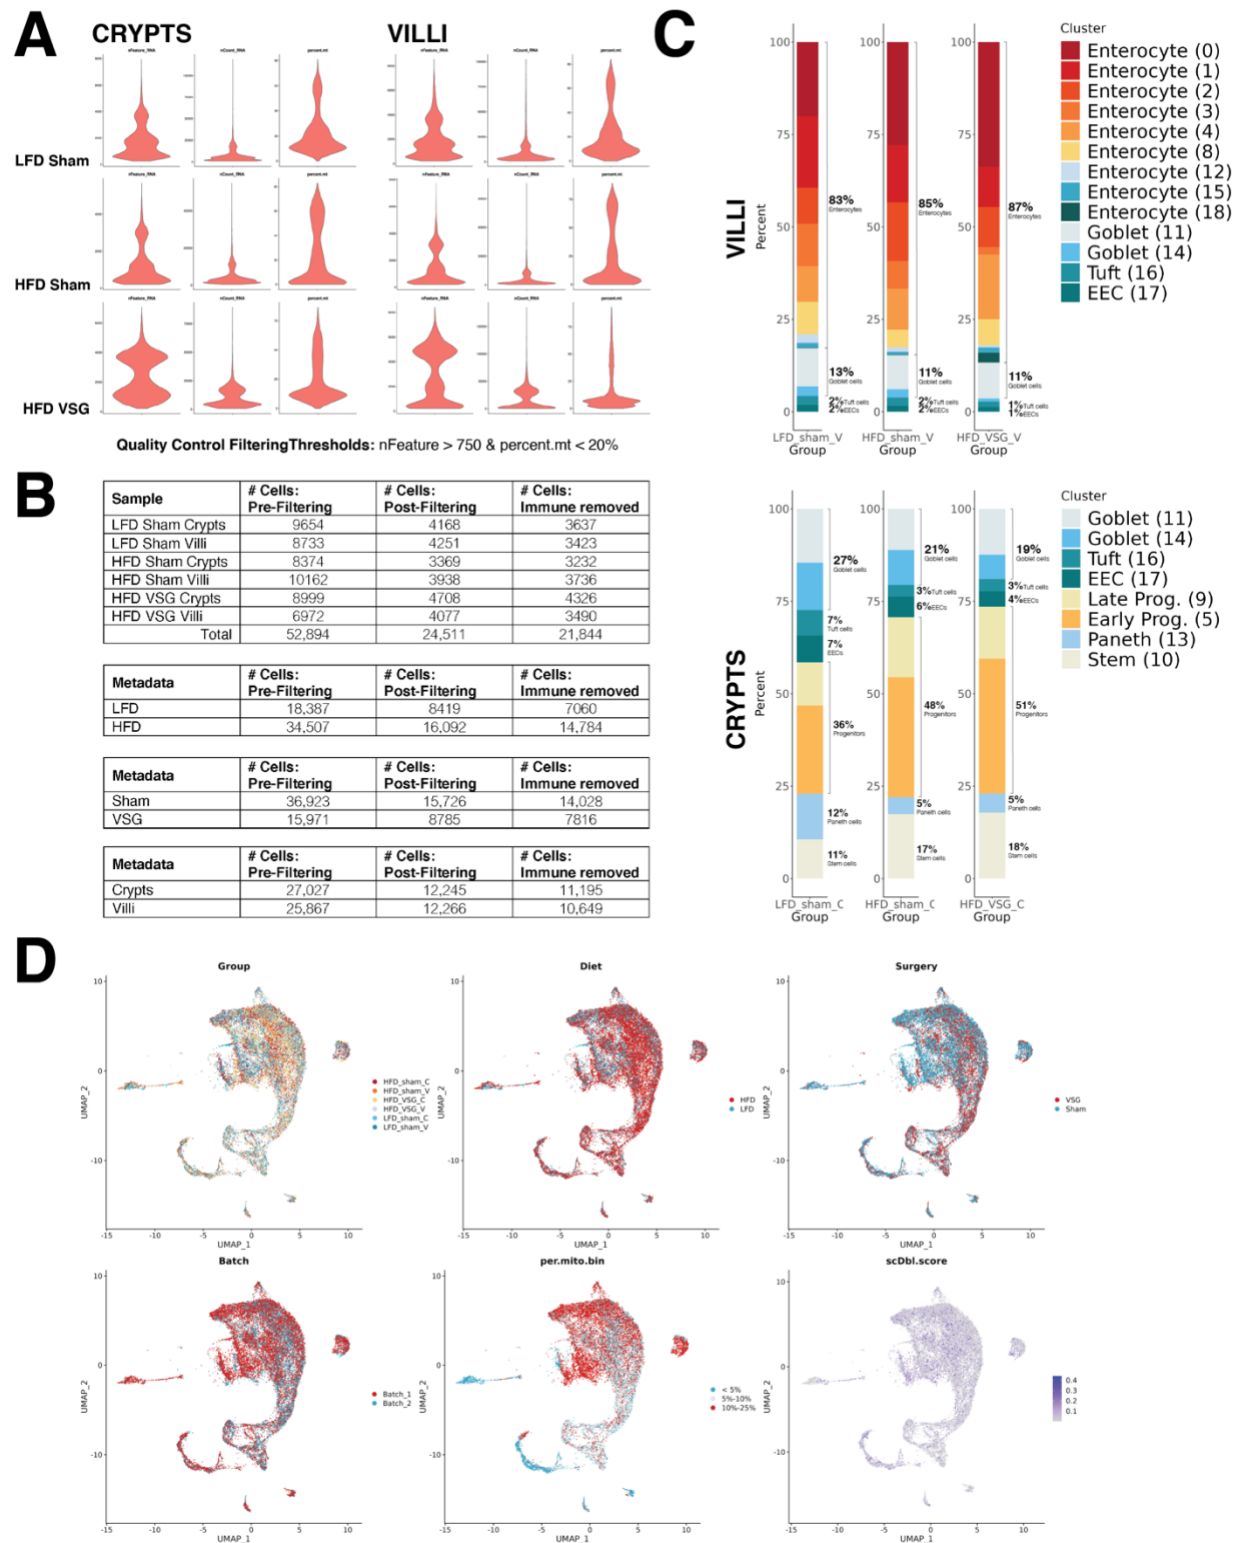

### **Supplementary Figure 1: Single-cell transcriptomic quality control outcomes**

(A) Violin plots of the number of genes per cell (nFeature\_RNA, left), the number of reads detected by unique molecular identifier (nCount\_RNA, middle), and the percentage of genes per cell that map to the mitochondrial genome (percent.mt, right); each of these quality control metrics is shown for cell samples derived from the crypts (left plots) or villi (right plots) of each experimental group. (B) Tables of the number of cells from each sample group and experimental condition before and after quality control filtering; values in the rightmost column represent the finalized number of cells used in the present analyses. 

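The epithelial barcodes were 36.2% [35.3, 37.1] of called barcodes in the LFD sham crypts, 36.5% [35.6, 37.5] in the LFD sham villi, 30.7% [29.8, 31.7] in the HFD sham crypts, 30.6% [29.8, 31.4] in the HFD sham villi, 45.6% [44.6, 46.6] in the HFD VSG crypts and 49.4% [48.2, 50.5] in the HFD VSG villi, and the called barcodes numbered 10744 in the LFD sham crypts, 9566 in the LFD sham villi, 9309 in the HFD sham crypts, 12012 in the HFD sham villi, 10061 in the HFD VSG crypts and 7765 in the HFD VSG villi. Barcodes removed as doublets numbered 923 in the LFD sham crypts, 732 in the LFD sham villi, 693 in the HFD sham crypts, 1154 in the HFD sham villi, 810 in the HFD VSG crypts and 482 in the HFD VSG villi. Cells that passed the filters held medians of 2302 genes in the LFD sham crypts, 2810 in the LFD sham villi, 2836 in the HFD sham crypts, 3210 in the HFD sham villi, 3672 in the HFD VSG crypts and 4799.5 in the HFD VSG villi.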

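Among stem-, cycling progenitor-, Paneth-, goblet-, tuft- and EEC-like cells and cluster 4 of the crypt-labelled libraries, Paneth-like cells made up 14.7% [11.5, 18.3] in the LFD sham crypts, 9.31% [6.41, 13.0] in the HFD sham crypts and 5.61% [4.05, 7.53] in the HFD VSG crypts. Stem-like cells made up 10.9% [8.16, 14.1] in the LFD sham crypts, 15.6% [11.9, 20.0] in the HFD sham crypts and 18.3% [15.6, 21.3] in the HFD VSG crypts, and cycling progenitor-like cells with cluster 4 30.4% [26.2, 34.9] in the LFD sham crypts, 36.6% [31.5, 42.1] in the HFD sham crypts and 45.7% [42.0, 49.4] in the HFD VSG crypts. These shares rest on 450, 333 and 731 cells. With a minimum of 1500 genes, which moved the LFD sham share most, the Paneth-like share was 6.59% in the LFD sham crypts, 7.04% in the HFD sham crypts and 4.07% in the HFD VSG crypts. Subtraction before the filters, where another cluster takes the place of cluster 4, moved the HFD sham share most, to 2.14%, beside 11.4% in the LFD sham crypts.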

(C) Stacked bar plots illustrate epithelial cell composition across experimental groups as determined by the percentage of filtered cells across crypt- (bottom) and villus-based (top) clusters. (D) Uniform Manifold Approximation and Projection overlaps of various metadata, including sample group, dietary condition, surgical treatment, sample isolation batch, percentage bins of mitochondrially mapped genes, and doublet detection by scDbtFinder.

# Supplemental Figure 2

## VILLI

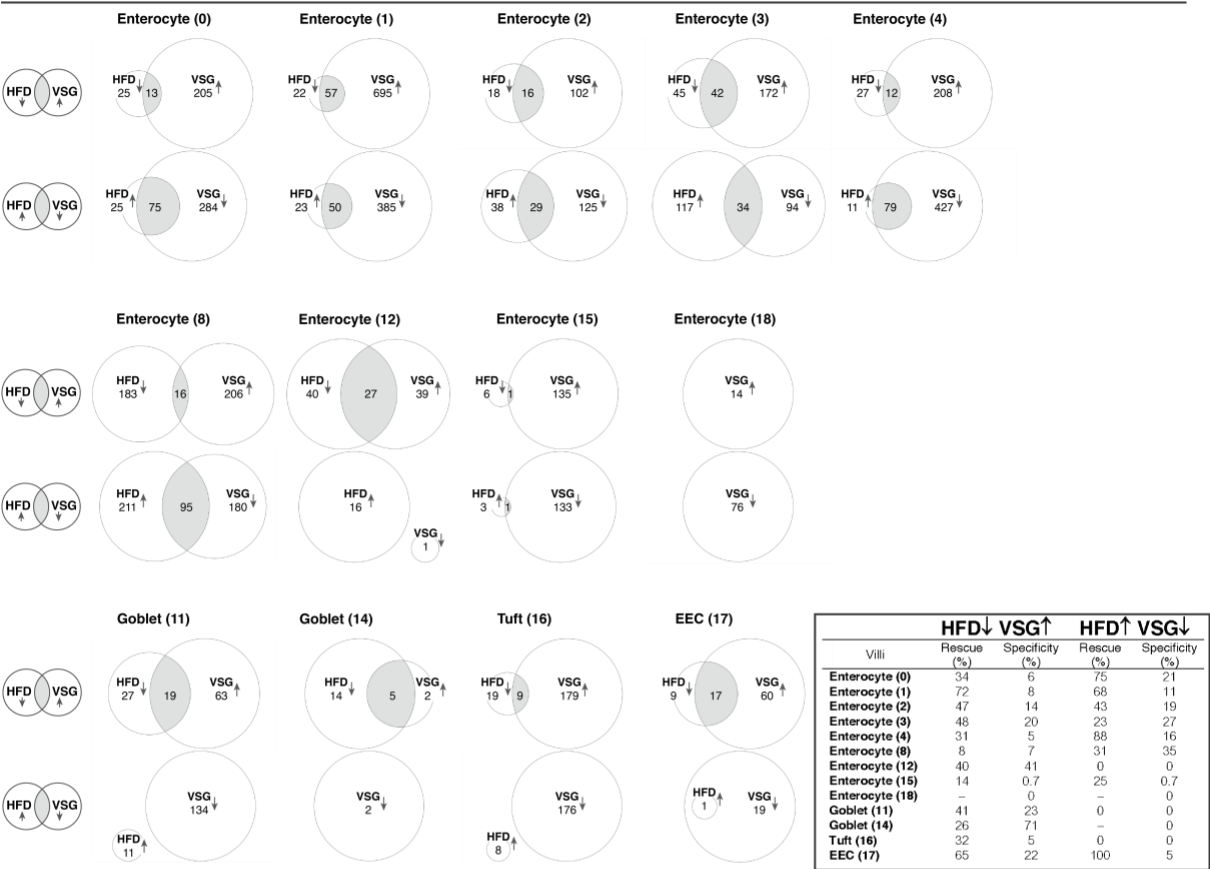

## CRYPTS

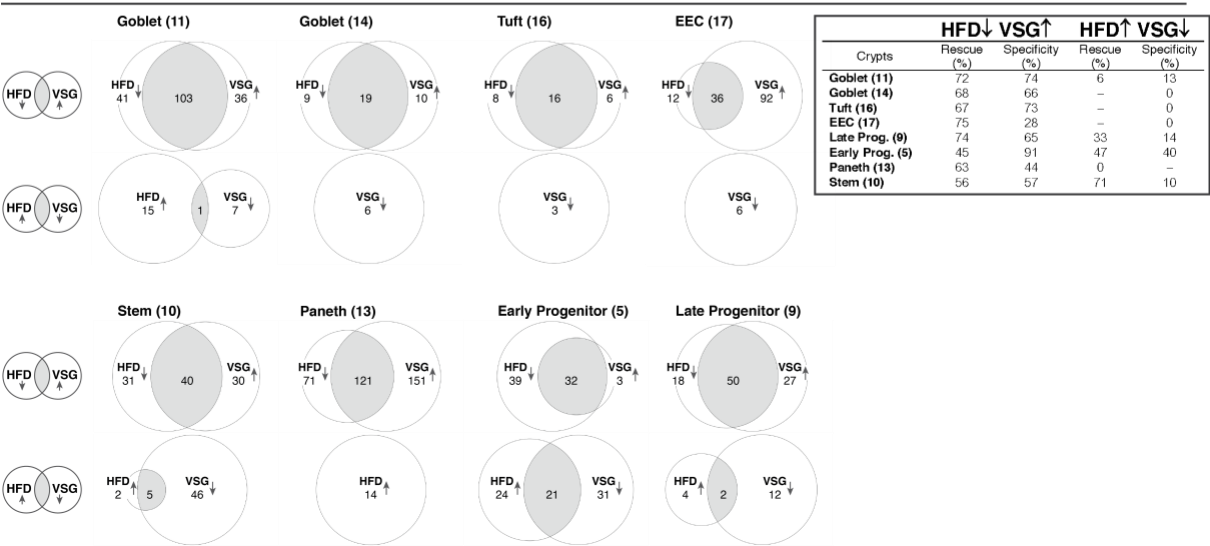

**Supplementary Figure 2: Comprehensive analysis of rescue and specificity across all intestinal epithelial cell clusters**

Venn diagrams of the number of differentially expressed genes identified between dietary (HFD sham vs. LFD sham) and surgical (HFD VSG vs. HFD sham) comparisons across all crypt and villus clusters. Each cell cluster has two diagrams to illustrate both directions of differential expression (i.e., genes downregulated by HFD and upregulated by VSG, and vice versa). In some cases, there were no differentially expressed genes detected within a certain condition or shared between conditions of a given cell cluster, in which case the Venn diagram is altered accordingly. These values were used to calculate the proportions of rescue and specificity within each cell type, which are included in the accompanying tables.

# Supplemental Figure 3

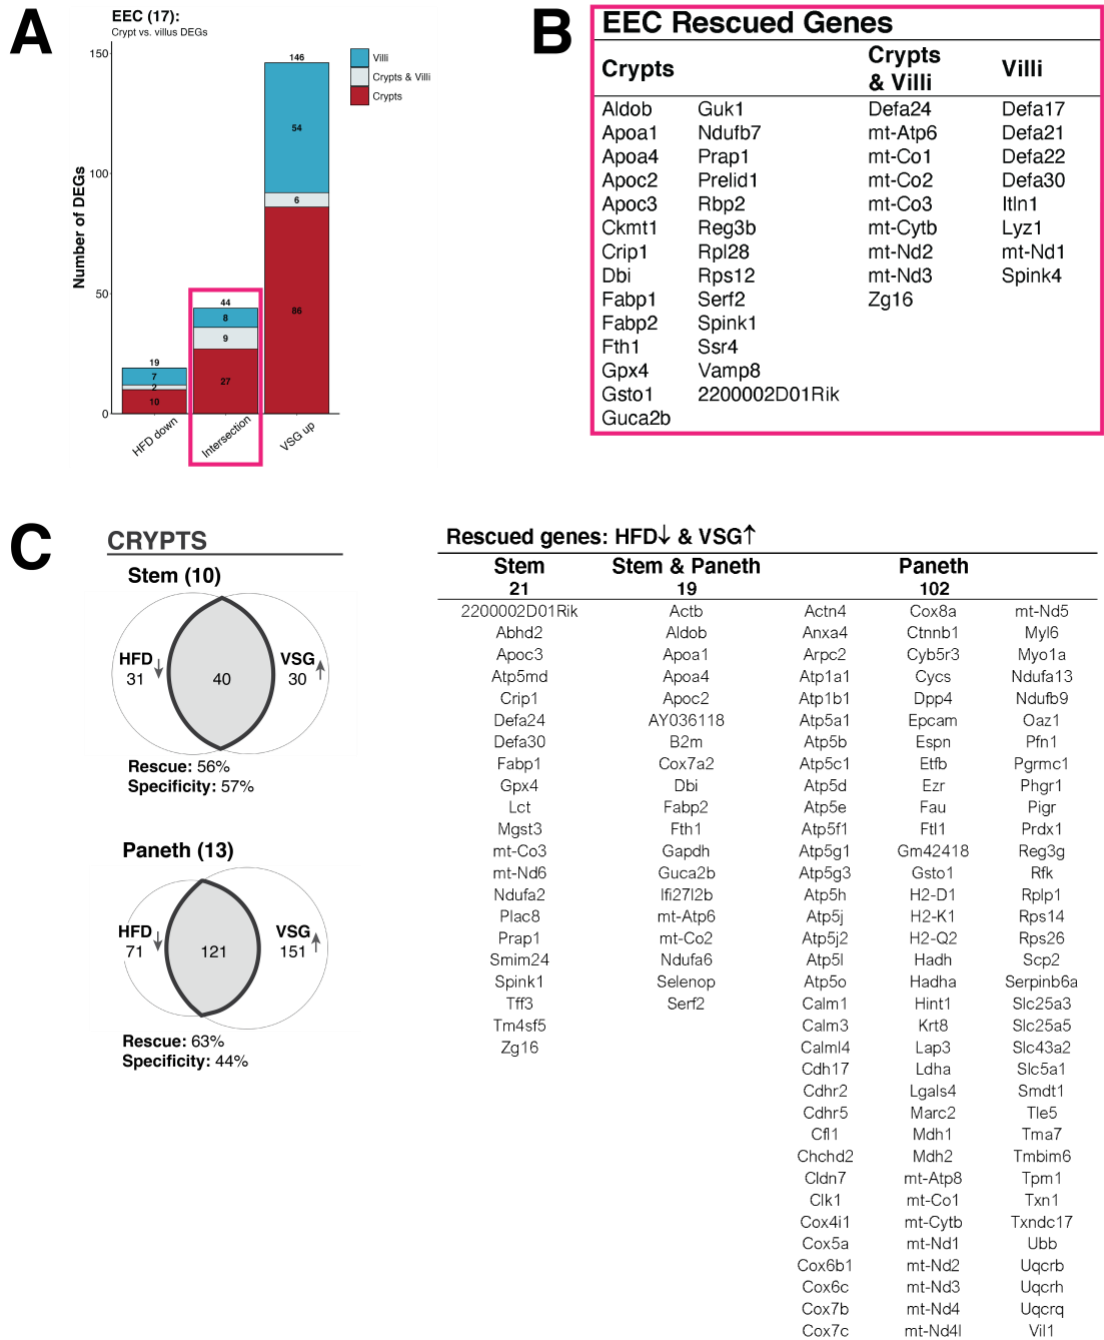

**Supplementary Figure 3: Cell type-specific rescue of genes downregulated by HFD and upregulated by VSG**

(A) Bar plot of the number of differentially expressed genes (DEGs) within the EEC cluster downregulated by HFD (left), upregulated by VSG (right), or both (middle), partitioned by location along the crypt-villus axis (color blocks). The EEC lineage shows comparable proportions of rescue and specificity between the crypt and villus compartments. (B) List of genes rescued in EECs, found in the intersection of DEGs downregulated by HFD and upregulated by VSG (corresponding with the outlined bar in panel (A)). Despite similar degrees of rescue, EECs in the crypts versus villi show distinct genes rescued within each compartment. (C) List of genes rescued among the stem and Paneth clusters, as described in Figure 4C-D.

How the deposited data were processed for this re-analysis (not part of the article)

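The study measured RNA of single jejunal epithelial cells in 6 libraries, a crypt-labelled and a villus-labelled one from each of LFD sham (3 mice pooled), HFD sham (3 mice) and HFD VSG (2 mice). The diets held 10% (LFD) or 60% (HFD) of calories as fat.

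The authors aligned reads to mm10 with Cell Ranger 6.0.0 and deposited, for each library, a matrix of UMI counts (unit: count) for all barcodes and a matrix of UMI counts (unit: count) for barcodes called as cells. The counts were whole numbers, and all called barcodes had equal counts in both matrices, so no subtraction of free RNA or scaling had been applied to them. The called barcodes held 60522766 to 155522445 UMIs per library, with medians of 3622 to 15202 UMIs per barcode. Gene positions were taken from GENCODE vM21 (GRCm38), matched by gene ID for 32158 of 32285 genes.

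Barcodes with fewer than 750 genes or more than 20% mitochondrial UMIs were removed. Doublets were scored in each library against 2 simulated doublets per barcode (30 principal components of 2000 variable genes, 20 neighbours), and the highest-scoring 0.8% per 1000 called barcodes were removed. In simulated data of 2 cell types, 56% of the 50 highest scores were doublets of both types, which made up 4.76% of the barcodes. The libraries were integrated with Seurat 5.3.0 (sctransform 0.4.2, Matrix 1.6.5, R 4.3.3) with 2000 genes, 30 components and resolution 0.4. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, numba 0.67.0 and matplotlib 3.10.9.

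Clusters were named by fixed markers taken from the genes the paper names, from its Supplemental Table 1, whose genes the study chose on these libraries, and from general knowledge. A marker counted when its mean was at least 2 times that of the median cluster and at least 10% of cells held a UMI. A cluster took the class with over 50% of its markers counted, at least 3 detected and, among several, the highest product of that share and the mean log2 fold, unless genes of damaged droplets (*Gm42418*, *Gm26917*, *Lars2*, *AY036118*) were among its 10 leading genes, another class had more markers there, or its median depth was under 1/3 of its library's without a marker there. Cluster 4 met this rule as early progenitor-like but is called by its number, because genes of the G2 and M phases lead it. The markers were fixed before the data were examined and these thresholds after.

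Free RNA was subtracted by the SoupX algorithm, written anew, with the profile of droplets with fewer than 100 UMIs and clusters of each library at resolution 1.0. Tested on simulated data, the subtraction by clusters left 8.30% of the UMIs of 50 genes a type lacks in the simulated LFD sham crypts (fraction 0.03) and 3.43% in the simulated HFD sham crypts (fraction 0.25), and cell by cell it left 66.8% and 24.3%. The estimate from immune-like cells gave 0.0308 for a true fraction of 0.03 and 0.251 for 0.25. The plateau of cell-free droplets was sought between 200 and 2000 UMIs and taken within 1.5-fold of its mode.

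UMIs were summed by class and library, with at least 20 cells for lists (except tuft-like cells) and rescue, and scaled to CPM, with sums below 3 set to 3. Intervals are exact Poisson and binomial limits at 95% and, for medians of lists, 1000 Poisson resamplings. Lists for fat, carbohydrate, protein, vitamin and mineral absorption, cholesterol metabolism, PPAR signaling, glycolysis, TCA cycle, fatty acid metabolism, reactive oxygen species, Myc targets, oxidative phosphorylation and the 13 mitochondrial genes used members with a mean of at least 20 UMIs, and their medians were ranked among 10000 random lists of matched expression. Lists of lowered genes in simulated data ranked at percentile 0 and lists of unchanged genes at a median of 47.5 (6555 genes, HFD to LFD). Rescue by size used pairs of gene and class with a mean of at least 50 UMIs and 200 sets of unchanged draws. Single genes were those the paper names, and the 3 highest and 3 lowest of each direction with a mean of at least 100 UMIs. With 1 library per condition no test, p-value or count of changed genes was made, and DESeq2, edgeR and MAST were not used.

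The alternatives were subtraction with the stated fractions by clusters, cell by cell or before the filters, with fractions from immune-like cells or 0.1 in every library, a minimum of 1500 genes, a maximum of 10% mitochondrial UMIs, doublets kept, cells thinned to 1500 UMIs, median-of-ratios scaling, totals without mitochondrial genes, resolution 0.8, a size threshold of 1, pairs with a mean of 200 UMIs, list members with a mean of 100 UMIs, and for the fraction of free RNA pooled UMIs, 4 enterocyte genes alone and droplets with 10 to 50 UMIs. Subtraction of the plateau, its profile, totals without Paneth genes, the villus-labelled mitochondrial and oxidative phosphorylation lists and rescue without EEC-like cells were added after seeing the data. Pathway enrichment with Enrichr, pseudotime, scDblFinder and the mTORC1 pathway were left out, because their databases or tools were not used here.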

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

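The tests of this part were chosen only after the results were seen, for all 3 patterns.

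*Reg3g* from VSG to HFD was listed for a closer look because its log2 ratio was below 0 in the crypt-labelled library and above 0 in the villus-labelled library of 5 classes: −0.82 [−1.12, −0.52] and 0.64 [0.39, 0.91] in stem-like, −0.47 [−0.81, −0.13] and 1.24 [1.07, 1.42] in cycling progenitor-like, −2.15 [−3.13, −1.19] and 1.34 [0.64, 2.09] in tuft-like, −0.99 [−1.88, −0.05] and 2.14 [1.38, 2.94] in EEC-like and −0.65 [−0.67, −0.63] and 0.51 [0.49, 0.53] in enterocyte-like cells. The difference was not tested, since each ratio rests on 1 library per condition. Subtraction of the plateau of cell-free droplets left −0.71 in the crypts and 0.49 in the villi of enterocyte-like cells, which decides nothing. That class is rich in *Reg3g*, and the plateau made up 1.60% to 7.89% of the kept UMIs of the HFD libraries, too little to turn either sign, so RNA from other cells stays open. A limit of 10% mitochondrial UMIs gave 0.18 and 0.084 in the same class, so that the opposite directions were gone and droplet or cell quality may account for them. The villus EEC-like ratio is void, because those cells of the HFD VSG villi held 10 UMIs of EEC markers. The other classes are open too, because with doublets kept stem-like cells of the crypts had 0.65 and tuft-like cells 1.46, and with the stated fractions stem-like cells had 0.040. A difference between the compartments, or between the single preparations behind each library, may lie behind the pattern, and no biological explanation was tested.

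The oxidative phosphorylation list of Paneth-like cells was listed because its median from HFD to LFD was −0.38 in the crypts and 0.10 in the villi. The difference was not tested. After subtraction of the plateau of cell-free droplets the medians were −0.44 and −0.12, and without Paneth marker and defensin genes in the total they were −0.40 and −0.36, so that the opposite directions were gone in either case. Both RNA from other cells and a few genes taking most of the counts may therefore account for the opposite signs. Leaving genes out of the total shifts all other genes of a library alike, so it bears on the sign and not on the place of the list among other genes, and the list was below the random lists of matched expression in both compartments (medians of −0.062 and 0.37). The lower median of the crypt-labelled library itself is another matter, since it was −0.40 without the Paneth genes in the total and a few genes taking most of the counts are not its whole cause. A minimum of 1500 genes brought it to −0.12, doublets kept to −0.16 and cells thinned to 1500 UMIs gave −0.67, so the choice of cells may account for much of it, and its size is open. The HFD sham crypts held 31 Paneth-like cells, and no biological explanation was tested.

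Crypt classes of the villus-labelled libraries were listed because the paper's comparisons of stem and Paneth cells are of the crypts. Stem-, cycling progenitor- and Paneth-like cells and cluster 4 were 22.9% of epithelial cells in the LFD sham villi, 18.03% in the HFD sham villi and 35.4% in the HFD VSG villi, and in each group this was above the share of the crypt-labelled library. A difference in depth between the libraries is not the whole cause, because among cells with at least 1500 genes the shares were 6.28% in the LFD sham crypts and 26.6% in the LFD sham villi, 8.77% and 17.9% in the HFD sham libraries and 11.8% and 37.0% in the HFD VSG libraries. A swap of the compartment labels in all 3 groups and a dissociation that releases other cells than its label names cannot be told apart, because no library is marked by anything but its label. The tip cluster led by *Ada* was 21.9% of the LFD sham crypts, which a swap would give, and immune-like cells were 13.2% of cells in the LFD sham villi, which may come from either. Comparisons between groups within a label do not depend on which of these holds, but every statement about crypts or villi does, and no biological explanation was tested.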

How the results depend on the processing

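The settings tried were set before the data were examined, except the subtraction of the plateau, the profile of the plateau, the totals without Paneth genes, the villus-labelled values of the mitochondrial and oxidative phosphorylation lists and the rescue without EEC-like cells, which were chosen after seeing the data. No paired analysis of diet or VSG was possible because each condition had 1 pooled library per compartment and the labels pair no mice between groups. The crypt-labelled and villus-labelled libraries of a group can be paired, but no test of that pairing was run. A value "moved" when it left the 95% counting interval of the deposited counts, and its sign "changed" when that interval excluded 0 and the sign turned. Ratios are log2, and a ratio for which a subtraction left fewer than 3 UMIs in 1 library is a bound, computed with 3 UMIs, so that the true size is the same or larger. Where the sums of both libraries fell to 3 UMIs or fewer, a setting gave no ratio, which occurred most with fractions from immune-like cells, among others for *Cox7a2*, *Ldha*, *Reg3g* and *mt-Nd6* from VSG to HFD in Paneth-like cells of the crypts. EEC-like cells of the HFD VSG villi all but lack EEC markers, so the villus EEC-like values from VSG to HFD given below are not values of EECs. The HFD sham crypts held the fewest tuft-like (13), EEC-like (22) and Paneth-like cells (31) of any library. The 3 subtractions with the stated fractions changed the sign of the median of the 13 mitochondrial genes in stem-like and Paneth-like cells of the crypts, while the scalings, the resolution, the gene minimum and the subtraction of the plateau left the median of the 13 genes on its side of 0 in both classes. Without EEC-like cells the rescue by size stayed within its interval, at 33.1% in the crypts and 47.6% in the villi. Why a setting moved a value was not tested here; the cause was not tested for any of them.

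With the stated fractions, ratios of the crypts HFD to LFD with a changed sign were stem-like 13 mitochondrial genes −1.48, Myc targets list 0.17, *Prap1* −2.03, *mt-Nd1* −0.90, *mt-Nd4* −1.29, *mt-Nd5* −0.20, *mt-Cytb* −1.25, *mt-Co2* −10.43, *mt-Co3* −11.00, *mt-Atp6* −6.42, *Apoc2* −2.49, *Apoa4* −5.82; Paneth-like 13 mitochondrial genes −8.07, *mt-Nd1* −6.94, *mt-Nd2* −8.23, *mt-Nd3* −4.94, *mt-Nd4* −8.41, *mt-Cytb* −8.26, *mt-Co2* −8.07, *mt-Co3* −8.52, *mt-Atp6* −9.01, *Lgals2* −3.52; goblet-like oxidative phosphorylation list −0.16. With the stated fractions, ratios of the crypts VSG to HFD with a changed sign were stem-like 13 mitochondrial genes 1.30, Myc targets list −0.19, *Reg3g* 0.040, *mt-Nd2* 1.25, *mt-Nd4* 1.09, *mt-Nd5* 0.25, *mt-Nd6* 4.04, *mt-Cytb* 1.30, *mt-Co1* 1.85, *mt-Co2* 10.43, *mt-Co3* 11.10, *mt-Atp6* 6.26, *AY036118* 6.70; Paneth-like 13 mitochondrial genes 7.57, *mt-Nd1* 6.78, *mt-Nd2* 7.57, *mt-Nd3* 4.54, *mt-Nd4* 7.80, *mt-Nd4l* 4.95, *mt-Nd5* 5.81, *mt-Nd6* 1.83, *mt-Cytb* 7.92, *mt-Co1* 8.10, *mt-Co2* 7.70, *mt-Co3* 8.06, *mt-Atp6* 8.51, *mt-Atp8* 5.50, *Fcgbp* 2.27, *Gm42418* 9.69, *Lars2* 5.63; goblet-like fat absorption list 0.13, cholesterol metabolism list 0.35; cycling progenitor-like *Reg3g* 4.00; EEC-like *Reg3g* 0.54. With the stated fractions, ratios of the villi HFD to LFD with a changed sign were stem-like mitochondrial genes list −0.42; Paneth-like oxidative phosphorylation list −3.70, mitochondrial genes list −3.90. With the stated fractions, ratios of the villi VSG to HFD with a changed sign were stem-like mitochondrial genes list 0.19; Paneth-like mitochondrial genes list 4.52; enterocyte-like fatty acid metabolism list −0.017. After the subtraction with stated fractions, moved values were in the crypts HFD to LFD Paneth-like oxidative phosphorylation list −3.07, *Reg3g* −7.48; in the crypts VSG to HFD Paneth-like oxidative phosphorylation list 2.93, *Reg3g* 6.67; in the villi HFD to LFD enterocyte-like fat absorption list 0.26, oxidative phosphorylation list 0.24; in the villi VSG to HFD enterocyte-like fat absorption list −0.52, oxidative phosphorylation list 0.40. After the subtraction with stated fractions, the rescue share by size of the crypts became 47.4%, the rescue share by size of the villi became 56.1%. Single genes and further lists: 106 moved, 59 changed sign and 34 stayed.

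By cell-by-cell subtraction, ratios of the crypts HFD to LFD with a changed sign were stem-like 13 mitochondrial genes −2.28, Myc targets list 0.23, *Prap1* −3.09, *mt-Nd1* −1.87, *mt-Nd4* −2.28, *mt-Nd5* −0.86, *mt-Cytb* −2.17, *mt-Co2* −3.81, *mt-Co3* −4.55, *mt-Atp6* −3.61, *Apoc2* −2.66, *Apoa4* −0.51; Paneth-like 13 mitochondrial genes −2.31, *mt-Nd1* −2.55, *mt-Nd2* −2.29, *mt-Nd3* −2.11, *mt-Nd4* −2.54, *mt-Cytb* −1.70, *mt-Co2* −5.87, *mt-Co3* −5.47, *mt-Atp6* −3.94; goblet-like oxidative phosphorylation list −0.25. By cell-by-cell subtraction, ratios of the crypts VSG to HFD with a changed sign were stem-like 13 mitochondrial genes 2.21, Myc targets list −0.24, *mt-Nd2* 2.23, *mt-Nd4* 2.09, *mt-Nd4l* 0.30, *mt-Nd5* 0.91, *mt-Nd6* 0.60, *mt-Cytb* 2.21, *mt-Co1* 2.77, *mt-Co2* 3.81, *mt-Co3* 4.65, *mt-Atp6* 3.45, *AY036118* 0.22; Paneth-like 13 mitochondrial genes 1.79, *mt-Nd1* 2.42, *mt-Nd2* 1.57, *mt-Nd3* 1.81, *mt-Nd4* 1.79, *mt-Nd4l* 0.99, *mt-Nd5* 1.55, *mt-Nd6* 1.19, *mt-Cytb* 1.37, *mt-Co1* 3.24, *mt-Co2* 5.66, *mt-Co3* 5.28, *mt-Atp6* 3.54, *mt-Atp8* 0.28; cycling progenitor-like *Reg3g* 0.14; EEC-like *Reg3g* 0.66. By cell-by-cell subtraction, ratios of the villi HFD to LFD with a changed sign were stem-like mitochondrial genes list −0.70; Paneth-like oxidative phosphorylation list −1.38. By cell-by-cell subtraction, ratios of the villi VSG to HFD with a changed sign were stem-like mitochondrial genes list 0.41; Paneth-like mitochondrial genes list 0.096; enterocyte-like fatty acid metabolism list −0.019. After cell-by-cell subtraction, moved values were in the crypts HFD to LFD stem-like oxidative phosphorylation list −0.34; Paneth-like oxidative phosphorylation list −2.72, *Reg3g* −6.37; in the crypts VSG to HFD stem-like oxidative phosphorylation list 0.42; Paneth-like oxidative phosphorylation list 2.35, *Reg3g* 5.57; in the villi HFD to LFD enterocyte-like fat absorption list 0.25, oxidative phosphorylation list 0.22; in the villi VSG to HFD enterocyte-like fat absorption list −0.51, oxidative phosphorylation list 0.41. After cell-by-cell subtraction, the rescue share by size of the crypts became 44.1%, the rescue share by size of the villi became 56.3%. Among single genes and further lists 115 moved, 52 changed sign and 33 stayed.

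With fractions from immune-like cells, ratios of the crypts HFD to LFD with a changed sign were Paneth-like 13 mitochondrial genes −4.28, *mt-Nd1* −2.99, *mt-Nd2* −5.32, *mt-Nd4* −5.98, *mt-Cytb* −3.82. With fractions from immune-like cells, ratios of the crypts VSG to HFD with a changed sign were Paneth-like 13 mitochondrial genes 1.90, oxidative phosphorylation list −0.59, glycolysis list −0.53, fatty acid metabolism list −1.07, reactive oxygen species list −0.67, *Gapdh* −0.53, *mt-Nd1* 1.60, *mt-Nd2* 3.00, *mt-Nd3* 0.54, *mt-Nd4* 3.61, *mt-Nd4l* 1.77, *mt-Nd5* 2.84, *mt-Cytb* 2.03, *mt-Co1* 3.75, *mt-Co2* 1.54, *mt-Co3* 2.61, *mt-Atp6* 0.84; stem-like reactive oxygen species list −0.075, *Gapdh* −0.84, *mt-Nd3* −1.56, *AY036118* 3.50, *Cbr1* −3.44. With fractions from immune-like cells, ratios of the villi HFD to LFD with a changed sign were Paneth-like *Reg3g* 5.33. With fractions from immune-like cells, ratios of the villi VSG to HFD with a changed sign were Paneth-like mitochondrial genes list 1.10. Under fractions from immune-like cells, moved values were in the crypts HFD to LFD stem-like 13 mitochondrial genes 0.76, oxidative phosphorylation list −0.095; Paneth-like oxidative phosphorylation list −1.72, *Reg3g* −4.75; in the crypts VSG to HFD stem-like 13 mitochondrial genes −0.81, oxidative phosphorylation list 0.075; in the villi HFD to LFD enterocyte-like fat absorption list 0.11, oxidative phosphorylation list 0.13; in the villi VSG to HFD enterocyte-like fat absorption list −0.43, oxidative phosphorylation list 0.43. Under fractions from immune-like cells, the rescue share by size of the villi became 39.1%. For single genes and further lists, 108 moved, 26 changed sign, 51 stayed.

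At a fraction of 0.1, ratios of the crypts HFD to LFD with a changed sign were Paneth-like *mt-Co2* −6.71, *mt-Co3* −7.22, *mt-Atp6* −3.39, *mt-Atp8* 0.18. At a fraction of 0.1, ratios of the crypts VSG to HFD with a changed sign were Paneth-like oxidative phosphorylation list −0.26, glycolysis list −0.11, fatty acid metabolism list −0.087, *Gapdh* −0.11, *mt-Co2* 3.94, *mt-Co3* 4.68. At a fraction of 0.1, ratios of the villi VSG to HFD with a changed sign were Paneth-like oxidative phosphorylation list −0.33. At a fraction of 0.1, moved values were in the crypts HFD to LFD Paneth-like oxidative phosphorylation list −0.61; in the crypts VSG to HFD Paneth-like 13 mitochondrial genes −1.91; in the villi VSG to HFD enterocyte-like oxidative phosphorylation list 0.44. Single genes and further lists: 84 moved, 10 changed sign and 103 stayed.

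Under subtraction before filters, ratios of the crypts HFD to LFD with a changed sign were stem-like 13 mitochondrial genes −1.16, Myc targets list 0.11, *Prap1* −2.23, *mt-Nd1* −0.67, *mt-Nd4* −0.97, *mt-Nd5* −0.058, *mt-Cytb* −0.91, *mt-Co2* −5.68, *mt-Co3* −10.97, *mt-Atp6* −3.94, *Apoc2* −2.38, *Apoa4* −5.33; Paneth-like 13 mitochondrial genes −7.26, *mt-Nd1* −6.13, *mt-Nd2* −7.43, *mt-Nd3* −4.13, *mt-Nd4* −7.60, *mt-Cytb* −7.45, *mt-Co2* −7.26, *mt-Co3* −7.71, *mt-Atp6* −8.21, *Lgals2* −2.71; goblet-like oxidative phosphorylation list −0.30. Under subtraction before filters, ratios of the crypts VSG to HFD with a changed sign were stem-like 13 mitochondrial genes 0.97, Myc targets list −0.16, *mt-Nd2* 0.96, *mt-Nd4* 0.79, *mt-Nd5* 0.061, *mt-Nd6* 4.09, *mt-Cytb* 0.97, *mt-Co1* 1.49, *mt-Co2* 5.71, *mt-Co3* 11.11, *mt-Atp6* 3.81, *AY036118* 6.75; Paneth-like 13 mitochondrial genes 6.80, *mt-Nd1* 5.99, *mt-Nd2* 6.80, *mt-Nd3* 3.77, *mt-Nd4* 7.00, *mt-Nd4l* 4.15, *mt-Nd5* 4.96, *mt-Nd6* 1.07, *mt-Cytb* 7.16, *mt-Co1* 7.305, *mt-Co2* 6.94, *mt-Co3* 7.303, *mt-Atp6* 7.76, *mt-Atp8* 4.62, *Fcgbp* 1.23, *Gm42418* 8.87, *Lars2* 4.88; goblet-like fat absorption list 0.31, carbohydrate absorption list 0.21, cholesterol metabolism list 0.33; cycling progenitor-like *Reg3g* 4.01; EEC-like *Reg3g* 0.50. Under subtraction before filters, ratios of the villi HFD to LFD with a changed sign were stem-like mitochondrial genes list −0.21; Paneth-like oxidative phosphorylation list −3.73, mitochondrial genes list −4.72. Under subtraction before filters, ratios of the villi VSG to HFD with a changed sign were Paneth-like mitochondrial genes list 5.54; EEC-like cholesterol metabolism list 0.052; enterocyte-like reactive oxygen species list −0.027. When subtraction came first, moved values were in the crypts HFD to LFD stem-like oxidative phosphorylation list −0.12; Paneth-like oxidative phosphorylation list −2.26, *Reg3g* −6.67; in the crypts VSG to HFD Paneth-like oxidative phosphorylation list 2.12, *Reg3g* 5.87; in the villi HFD to LFD enterocyte-like fat absorption list 0.27, oxidative phosphorylation list 0.19; in the villi VSG to HFD enterocyte-like fat absorption list −0.67, oxidative phosphorylation list 0.46. When subtraction came first, the rescue share by size of the crypts became 41.5%, the rescue share by size of the villi became 64.3%, the epithelial cells numbered 23252. Among single genes and further lists 116 moved, 59 changed sign and 42 stayed.

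At a minimum of 1500 genes, ratios of the villi HFD to LFD with a changed sign were Paneth-like oxidative phosphorylation list −0.015. At a minimum of 1500 genes, moved values were in the crypts HFD to LFD Paneth-like oxidative phosphorylation list −0.12; in the crypts VSG to HFD Paneth-like 13 mitochondrial genes −0.44. At a minimum of 1500 genes, the rescue share by size of the villi became 42.8%, the epithelial cells numbered 18930. For single genes and further lists, 56 moved, 1 changed sign, 209 stayed.

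Under a 10% mitochondrial limit, ratios of the crypts HFD to LFD with a changed sign were stem-like 13 mitochondrial genes −0.088, *mt-Nd1* −0.082, *mt-Nd4* −0.11, *mt-Nd5* −0.088, *mt-Co2* −0.047, *mt-Co3* −0.040, *mt-Atp6* −0.062; Paneth-like *mt-Nd2* −0.034. Under a 10% mitochondrial limit, ratios of the crypts VSG to HFD with a changed sign were stem-like 13 mitochondrial genes 0.049, Myc targets list −0.014, *mt-Nd2* 0.029, *mt-Nd4l* 0.0041, *mt-Nd5* 0.087, *mt-Cytb* 0.050, *mt-Co1* 0.049, *mt-Co2* 0.079, *mt-Co3* 0.20; enterocyte-like *Reg3g* 0.18. Under a 10% mitochondrial limit, ratios of the villi HFD to LFD with a changed sign were stem-like mitochondrial genes list −0.043. Under a 10% mitochondrial limit, ratios of the villi VSG to HFD with a changed sign were EEC-like protein absorption list 1.38, cholesterol metabolism list 1.19. Under a 10% mitochondrial limit, moved values were in the crypts HFD to LFD stem-like oxidative phosphorylation list 0.032; Paneth-like 13 mitochondrial genes 0.088; in the crypts VSG to HFD stem-like oxidative phosphorylation list 0.13; Paneth-like 13 mitochondrial genes −0.51; in the villi HFD to LFD enterocyte-like fat absorption list 0.30, oxidative phosphorylation list 0.094; in the villi VSG to HFD enterocyte-like fat absorption list −0.56, oxidative phosphorylation list 0.56. Under a 10% mitochondrial limit, the rescue share by size of the crypts became 31.3%, the rescue share by size of the villi became 45.3%, the epithelial cells numbered 9028. Single genes and further lists: 72 moved, 19 changed sign and 106 stayed.

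With all doublets kept, ratios of the crypts VSG to HFD with a changed sign were stem-like Myc targets list −0.013, *Reg3g* 0.65, *mt-Co1* 0.0053, *mt-Co3* 0.014; Paneth-like fatty acid metabolism list −0.064; cycling progenitor-like *Reg3g* 0.16; tuft-like *Reg3g* 1.46. With all doublets kept, moved values were in the crypts HFD to LFD stem-like 13 mitochondrial genes 0.028; Paneth-like oxidative phosphorylation list −0.16; in the crypts VSG to HFD stem-like 13 mitochondrial genes −0.083; Paneth-like oxidative phosphorylation list 0.022. With all doublets kept, the rescue share by size of the crypts became 31.4%, the epithelial cells numbered 25429. Among single genes and further lists 54 moved, 7 changed sign and 139 stayed.

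With cells thinned to 1500 UMIs, ratios of the crypts VSG to HFD with a changed sign were stem-like *mt-Nd3* −0.052, *Cbr1* −0.49; Paneth-like *mt-Nd4l* 0.56; EEC-like *Reg3g* 0.75. With cells thinned to 1500 UMIs, moved values were in the crypts HFD to LFD stem-like 13 mitochondrial genes 0.16; Paneth-like 13 mitochondrial genes 0.18, oxidative phosphorylation list −0.67, *Reg3g* −2.30; in the crypts VSG to HFD stem-like oxidative phosphorylation list 0.26; Paneth-like 13 mitochondrial genes −0.26, oxidative phosphorylation list 0.41; in the villi HFD to LFD enterocyte-like fat absorption list 0.21, oxidative phosphorylation list 0.32; in the villi VSG to HFD enterocyte-like oxidative phosphorylation list 0.51. With cells thinned to 1500 UMIs, the rescue share by size of the crypts became 22.5%, the rescue share by size of the villi became 34.1%. For single genes and further lists, 124 moved, 4 changed sign, 71 stayed.

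Under median-of-ratios scaling, ratios of the villi HFD to LFD with a changed sign were Paneth-like oxidative phosphorylation list −0.32. Under median-of-ratios scaling, moved values were in the crypts VSG to HFD Paneth-like 13 mitochondrial genes −0.41, oxidative phosphorylation list 0.52, *Reg3g* 0.83; in the villi VSG to HFD enterocyte-like oxidative phosphorylation list 0.50. Under median-of-ratios scaling, the rescue share by size of the villi became 44.7%. Single genes and further lists: 36 moved, 1 changed sign and 163 stayed.

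In totals without mitochondrial genes, moved values were in the villi VSG to HFD enterocyte-like fat absorption list −0.42, oxidative phosphorylation list 0.45. Among single genes and further lists 4 moved, 0 changed sign and 196 stayed.

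At resolution 0.8, moved values were in the villi HFD to LFD enterocyte-like oxidative phosphorylation list 0.10. At resolution 0.8, the rescue share by size of the crypts became 36.5%, the rescue share by size of the villi became 51.2%. For single genes and further lists, 38 moved, 0 changed sign, 228 stayed.

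For list members above 100 UMIs, no median changed sign. Single genes and further lists: 8 moved, 0 changed sign and 53 stayed.

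After subtraction of the plateau, ratios of the crypts HFD to LFD with a changed sign were Paneth-like *mt-Atp8* 0.033. After subtraction of the plateau, ratios of the villi HFD to LFD with a changed sign were Paneth-like oxidative phosphorylation list −0.12. After subtraction of the plateau, moved values were in the crypts HFD to LFD stem-like 13 mitochondrial genes 0.14; Paneth-like 13 mitochondrial genes 0.51; in the crypts VSG to HFD Paneth-like oxidative phosphorylation list 0.40; in the villi VSG to HFD enterocyte-like fat absorption list −0.41, oxidative phosphorylation list 0.46. Among single genes and further lists 49 moved, 2 changed sign and 148 stayed.

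In totals without Paneth genes, ratios of the villi HFD to LFD with a changed sign were Paneth-like oxidative phosphorylation list −0.36. In totals without Paneth genes, moved values were in the crypts VSG to HFD Paneth-like 13 mitochondrial genes −0.35, oxidative phosphorylation list 0.57, *Reg3g* 0.88. For single genes and further lists, 26 moved, 1 changed sign, 37 stayed.

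At a size threshold of 1, the rescue share by size of the crypts became 29.2%, the rescue share by size of the villi became 40.7%.

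At a mean of 200 UMIs, the rescue share by size of the crypts became 26.8%, the rescue share by size of the villi became 39.8%.

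By the use of *Apoa1*, *Apoa4*, *Fabp1* and *Fabp2* alone, the fraction of free RNA of the HFD VSG villi became 0.0890.

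With the profile of the plateau, the fraction of free RNA of the HFD VSG villi became 0.0742, the fraction of free RNA of the HFD VSG crypts became 0.210, the fraction of free RNA of the LFD sham villi became 0.221, the fraction of free RNA of the LFD sham crypts became 0.259.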

Differences from the paper's values

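After a subtraction, ratios for which fewer than 3 UMIs were left in HFD sham are bounds, computed with 3 UMIs. The fraction of free RNA estimated from immune-like cells differs from the paper's for 4 libraries. The paper's fraction is that of a whole library. Immune-like cells were shallower than the cells that passed the filters as a whole, so the same free RNA per droplet is a larger fraction of their UMIs. The 2 fractions are therefore not the same measure. The paper's value is 0.030 for the LFD sham crypts, where immune-like cells gave 0.244; the paper's 0.046 for the LFD sham villi stands beside 0.197; the paper's 0.035 for the HFD VSG crypts stands beside 0.2503; and the paper's 0.021 for the HFD VSG villi stands beside 0.0829. None of the 3 alternatives set before the data were examined (pooled UMIs, *Apoa1*, *Apoa4*, *Fabp1* and *Fabp2* alone, and droplets with 10 to 50 UMIs) came within 1.5 times of the paper's value, with ranges of 0.233 to 0.244, 0.194 to 0.200, 0.242 to 0.269 and 0.0812 to 0.0890 for these libraries. The plateau of cell-free droplets as a share of the kept UMIs, an estimate chosen after seeing the data, was within 1.5 times of the paper's value for the LFD sham villi (5.32%), the HFD VSG crypts (4.26%) and the HFD VSG villi (1.60%) and not for the LFD sham crypts (7.401%), and it was below the paper's 0.279 and 0.165 for the HFD sham crypts (7.89%) and villi (3.95%).

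The Paneth-like share of crypt-based cells in the HFD sham crypts was 9.31%, against the paper's about 5% in Fig. S1C, read by eye. Of the alternatives set before the data were examined, a minimum of 1500 genes (7.04%) came within 1.5 times of it, and resolution 0.8 (8.07%) and subtraction before the filters (2.14%) still differ from it by more than that and by more than the counting interval, the last with another cluster in the place of cluster 4 among the crypt-based cells.

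In stem cells of the crypts, the paper's log2 ratios from HFD to LFD are about −6.6 for *mt-Co2*, about −7.1 for *mt-Co3* and about −7.5 for *mt-Atp6*, and from VSG to HFD about 6.6, about 7.3 and about 7.4 (Fig. 6B, read by eye), where the paper tested cells with MAST. The deposited counts gave 0.19, 0.19 and 0.15 from HFD to LFD and −0.16, −0.083 and −0.27 from VSG to HFD. With every alternative set before the data were examined, each of the 6 ratios still differs from the paper's by more than the error of reading, although subtraction before the filters came near for *mt-Co2* and subtraction after them for *mt-Atp6*, and the alternatives with the paper's direction for all 6 ratios were the 3 that use the stated fractions: subtraction after the filters gave −10.43, −11.00 and −6.42 and 10.43, 11.10 and 6.26, cell-by-cell subtraction −3.81, −4.55 and −3.61 and 3.81, 4.65 and 3.45, and subtraction before the filters −5.68, −10.97 and −3.94 and 5.71, 11.11 and 3.81. A limit of 10% mitochondrial UMIs gave −0.047, −0.040 and −0.062 from HFD to LFD, and 0.079, 0.20 and −0.055 from VSG to HFD. The other alternatives kept the direction of the deposited counts from HFD to LFD, and from VSG to HFD they did so except for *mt-Co3* with doublets kept (0.014).

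The paper states that mitochondrial genes of stem and Paneth cells are perturbed by HFD and rescued by VSG. In the deposited counts the median of the 13 genes was 0.076 and −0.16 in stem-like and 0.25 and −0.64 in Paneth-like cells, a pattern opposite to a rescue of lowered genes. The settings with the paper's direction in both classes were the 3 with the stated fractions, −1.48 and 1.30 in stem-like and −8.07 or below and 7.57 or above in Paneth-like cells for subtraction after the filters, and in stem-like cells also a limit of 10% mitochondrial UMIs (−0.088 and 0.049). In Paneth-like cells fractions from immune-like cells had it too (−4.28 and 1.90). For *mt-Co1* the paper reports rescue in both cell types, and the ratios were −0.047 and −0.095 in stem-like and −0.045 and −0.50 in Paneth-like cells. It places *mt-Nd6* with the stem cells and *mt-Atp8* with the Paneth cells, where the ratios were −0.12 and −1.09 for the former and −0.23 and −1.05 for the latter. The 3 subtractions with the stated fractions gave all 4 pairs the paper's direction, and for *mt-Co1* so did a limit of 10% mitochondrial UMIs (−0.20 and 0.049) and doublets kept (−0.097 and 0.0053) in stem-like cells and fractions from immune-like cells in Paneth-like cells.

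Among genes of the crypts that differ from HFD to LFD, tested on cells with MAST, the paper counts mostly lower ones. By size, 6.61% of pairs were lower and 6.73% higher from HFD to LFD, and with median-of-ratios scaling 7.65% were lower and 5.84% higher, the only setting tallied with more lower pairs.

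The paper finds rescue and specificity higher in crypts than in villi, driven by genes that HFD lowers. Rescue by size over all named classes of a compartment was 34.6% in the crypts and 48.0% in the villi, the opposite order. It stayed so in every setting run (36.1% and 39.1% at the closest, with fractions from immune-like cells). Unchanged draws gave 28.2% and 36.6%. The paper set clusters of the crypts against villus-relevant clusters, an unlike choice of classes. Here the crypts took in enterocyte-like cells (27.0%) and the villi took in Paneth-like cells (85.2%). The order for the paper's choice of clusters was not computed. Specificity had the paper's order (39.6% and 15.9%). It was below that of unchanged draws in both compartments (42.7% and 49.1%), which decides nothing, because changes after VSG alone enlarge its denominator. Rescue among the lower pairs also had the paper's order (39.6% and 27.6%, where unchanged draws gave 37.7% and 46.8%), and median-of-ratios scaling reversed it (37.1% and 45.6%). The paper names stem and Paneth cells as examples against villus enterocytes. Over both directions Paneth-like cells of the crypts (38.2%) had that order against enterocyte-like cells of the villi (32.6%) and stem-like cells of the crypts (32.2%) did not, but unchanged draws gave 31.7%, 11.3% and 28.0%, so that the enterocyte-like cells stood furthest above their draws. Among the lower pairs alone stem-like cells (36.1%) had it and Paneth-like cells (27.2%) did not, beside 31.0% in the enterocyte-like cells, the only 1 of the 3 above its unchanged draws (37.8%, 40.6% and 17.2%). This depended on the setting. After subtraction of the plateau of cell-free droplets, chosen after seeing the data, stem-like (34.0%) and Paneth-like cells (48.2%) both had it, beside 31.9%. Unchanged draws then gave 39.0%, 36.6% and 16.2%, so Paneth-like cells were above theirs too. Over both directions the plateau gave 30.7%, 54.2% and 33.4% (unchanged draws 28.9%, 29.0% and 11.3%). After subtraction with the stated fractions both had it by either measure (48.1% and 92.4% against 41.8% over both directions), with unchanged draws of 35.6%, 36.6% and 14.6%, beyond which only Paneth-like cells were ahead. In EECs the paper describes the genes rescued in both compartments as mainly mitochondrial-encoded, which could not be compared, because the EEC-like cells of the HFD VSG villi all but lack EEC markers.

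For *Cox7a2* and *Gapdh* the paper describes a similar rescue in stem and Paneth cells, while the Paneth-like ratios from VSG to HFD (0.68 and 0.69) were above the stem-like ones (0.24 and 0.27). The counting intervals of the stem-like and Paneth-like ratios overlap for each gene, so a similar rescue is not excluded. The closest pair for *Cox7a2* came with doublets kept (0.33 and 0.23) and for *Gapdh* with a fraction of 0.1 (−0.11 and 0.14). The paper places the rescue of *Gpx4* and *Prap1* more in stem than in Paneth cells. Values from VSG to HFD for *Gpx4* were −0.014 in stem-like and 0.031 in Paneth-like cells and *Prap1* was 0.042 and 1.09. *Gpx4* had the paper's order and direction from VSG to HFD with subtraction before the filters (2.49 and 1.99) and with doublets kept (0.32 and −0.31), and *Prap1* had it with none of the settings.

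The paper describes the return of *Reg3g* toward LFD levels as strongest in Paneth cells and villus tuft cells. EEC-like cells of the villi are left out here. Villus tuft-like cells had the highest ratio from VSG to HFD (1.34), but villus cycling progenitor-like (1.24) and stem-like cells (0.64) were above crypt (0.59) and villus Paneth-like cells (0.38). From VSG to LFD the ratio was below 0 in every class, and nearest to 0 in Paneth-like cells (−0.84 and −0.88), as the paper has it, but not in villus tuft-like cells (−1.83). The 3 subtractions with the stated fractions gave crypt Paneth-like cells the highest printed value from VSG to HFD (6.67 or above after the filters, 5.57 cell by cell and 5.87 before the filters). The value after the filters is a bound, as is that of villus tuft-like cells, and bounds do not rank classes.

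For pathways the paper reports enrichment among genes it called changed, and the medians here are over whole lists from general knowledge. A median near 0 or of opposite sign can stand beside such an enrichment, so these differences do not exclude it. The paper lists mineral absorption among the pathways lowered by VSG in villus enterocytes, and the median of the mineral list used here was 0.08. Cell-by-cell subtraction gave −0.058, subtraction before the filters −0.0060 and a limit of 10% mitochondrial UMIs −0.036. It also lists cholesterol metabolism among what HFD raises and VSG lowers in villus clusters, and from HFD to LFD that median was −0.06 in enterocyte-like and −0.37 in EEC-like cells of the villi, still below 0 after subtraction. It reports ROS genes as raised by VSG in stem and secretory cells. Their medians were above 0 in stem-like and tuft-like cells and in Paneth-like cells of the crypts (0.38) but below 0 in Paneth-like cells of the villi (−0.05), in goblet-like cells (−0.23 and −0.15 in crypts and villi) and in EEC-like cells of the crypts (−0.08). Subtraction with the stated fractions put Paneth-like (2.46) and goblet-like cells of the villi (0.05) and EEC-like cells of the crypts (0.18) above 0. Oxidative phosphorylation is described as recovered in goblet cells of the crypts, where the medians were 0.21 from HFD to LFD and −0.01 from VSG to HFD. The 3 subtractions with the stated fractions gave the direction of the paper there (−0.16 and 0.32 after the filters, −0.25 and 0.44 cell by cell, −0.30 and 0.51 before the filters). The TCA cycle is described as recovered in stem and Paneth cells, and from VSG to HFD its median was −0.03 in stem-like and −0.19 in Paneth-like cells. No setting gave stem-like cells the paper's direction in both comparisons. In Paneth-like cells subtraction with the stated fractions gave 2.12 or above, cell-by-cell subtraction 1.37, subtraction before the filters 1.27, thinning 0.33 and the totals without Paneth genes, chosen after seeing the data, 0.097. Smaller positive medians came with a limit of 10% mitochondrial UMIs (0.15), a minimum of 1500 genes (0.060), median-of-ratios scaling (0.039) and members above 100 UMIs (0.032).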

Other observations

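The tests in the first 3 paragraphs were set before their results were seen, and the test of free RNA per droplet was chosen only after.

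Mitochondrial genes near 0 in HFD sham stem cells, as the paper shows them, may come from the subtraction of free RNA. With the stated fraction it left 14.5% of their mitochondrial UMIs, and before it the median log2 ratio of the 13 genes from HFD to LFD was 0.076. An effect of diet or surgery on these genes is not excluded by this, and no biological explanation was tested.

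Across genes, the ratio from VSG to HFD in stem-like cells had a Spearman rho of −0.0687 with the share of the gene in free RNA in the deposited counts, and of 0.410 after subtraction with the stated fractions. In Paneth-like cells the rho was 0.254 and 0.705. From HFD to LFD the rho was 0.134 before and −0.355 after subtraction in stem-like cells, and −0.454 and −0.791 in Paneth-like cells. In stem-like cells the subtraction may thus place genes abundant in free RNA low in HFD sham and high after VSG. In Paneth-like cells they tended to be so placed before any subtraction, which may only strengthen the relation, and no explanation of the earlier relation was tested.

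The subtraction is not the whole cause of the lower *Reg3g* in HFD sham Paneth-like cells. Before it the ratio from HFD to LFD was already −1.44. In droplets with fewer than 100 UMIs the ratio was −1.37 and in immune-like cells −1.96, so part of the Paneth-like difference may be free RNA of the other classes, while diet remains an untested explanation.

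The paper's fractions of free RNA are higher in HFD sham than in the other groups. More free RNA per droplet is not the whole cause, because the plateau of cell-free droplets of the HFD sham crypts was 1.05 times that of the LFD sham crypts while the stated fraction was 9.30 times as high. Neither the clusters given to SoupX nor its gene choice were tested as explanations.

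Subtraction of free RNA before the filters kept 24510 cells, 1 fewer than the paper's 24511, with 18 clusters, of which 1 was immune-like. Such a match of a total does not show that the same barcodes were kept.

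*Gm42418*, which overlaps ribosomal RNA, held 60008 CPM in stem-like cells of the HFD sham crypts and 10155 in those of the HFD VSG crypts. The gene takes this part of every total there, and no explanation of the difference was tested.

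A few cells carry several of the most extreme ratios, among them *Chgb* in stem-like cells, *Fcgbp* in Paneth-like cells and the hemoglobin genes in enterocyte-like cells. Such genes belong to other cell types, and doublets or captured fragments of other cells were not tested for single barcodes. The supplement colours cells by isolation batch (Fig. S1D), and batch was not used here, since the labels of the libraries do not name it.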
